# The transcription factor odd-paired regulates temporal identity in transit-amplifying neural progenitors via an incoherent feed-forward loop

**DOI:** 10.7554/eLife.46566

**Published:** 2019-07-22

**Authors:** Merve Deniz Abdusselamoglu, Elif Eroglu, Thomas R Burkard, Jürgen A Knoblich

**Keywords:** temporal identity, neural progenitor, transcription factors, *D. melanogaster*

## Abstract

Neural progenitors undergo temporal patterning to generate diverse neurons in a chronological order. This process is well-studied in the developing *Drosophila* brain and conserved in mammals. During larval stages, intermediate neural progenitors (INPs) serially express Dichaete (D), grainyhead (Grh) and eyeless (Ey/Pax6), but how the transitions are regulated is not precisely understood. Here, we developed a method to isolate transcriptomes of INPs in their distinct temporal states to identify a complete set of temporal patterning factors. Our analysis identifies odd-paired (opa), as a key regulator of temporal patterning. Temporal patterning is initiated when the SWI/SNF complex component Osa induces D and its repressor Opa at the same time but with distinct kinetics. Then, high Opa levels repress D to allow Grh transcription and progress to the next temporal state. We propose that Osa and its target genes opa and D form an incoherent feedforward loop (FFL) and a new mechanism allowing the successive expression of temporal identities.

## eLife digest

The brain consists of billions of neurons that come in a range of shapes and sizes, with different types of neurons specialized to perform different tasks. Despite their diversity, all of these neurons originate from a single population known as neural stem cells. As the brain develops, each neural stem cell divides to produce two daughter cells: one remains a stem cell, which can then divide again, and the other becomes a neuron.

A longstanding question in developmental biology is how a limited pool of neural stem cells can generate so many different types of neurons. The answer seems to lie in a process known as temporal identity, whereby neural stem cells of different ages give rise to different types of neurons. This requires neural stem cells to keep track of their own age, but it is still unclear how they can do so.

Abdusselamoglu et al. have now uncovered part of the underlying mechanism behind temporal identity by studying fruit flies, an insect in which the early stages of brain development are similar to the ones in mammals. A method was developed to sort fly neural stem cells into groups based on their age. Comparing these groups revealed that a protein called Opa make neural stem cells switch from being 'young' to being 'middle-aged'. Another protein, Osa activates Opa, which in turn represses a protein called Dichaete. As Dichaete is mainly active in young neural stem cells, the actions of Osa and Opa push neural stem cells into middle age.

Fruit flies are therefore a valuable system with which to study the mechanisms that regulate neural stem cell aging. Revealing how the brain generates different types of neurons could help us study the way these cells organize themselves into complex circuits. This knowledge could then be harnessed to understand how these processes go wrong and disrupt development.

## Introduction

During brain development, neural stem cells (NSCs) generate large numbers of highly diverse neuronal and glial cells in chronological order (Cepko et al., 1996; Gao et al., 2014; Greig et al., 2013; Holguera and Desplan, 2018). Through a phenomenon known as temporal patterning, NSCs acquire properties that change the fate of their progeny over time (Kohwi et al., 2013; Mattar et al., 2015; Okamoto et al., 2016). Importantly, temporal patterning of NSCs is an evolutionary conserved process and has been observed across species ranging from insects to mammals (Alsiö et al., 2013; Livesey and Cepko, 2001; Toma et al., 2014). During mammalian brain development, neural progenitors in the central nervous system (CNS) undergo temporal patterning by relying on both extrinsic as well as progenitor-intrinsic cues. Wnt7, for example, is an extracellular ligand required for the switch from early to late neurogenesis in cortical progenitors (Wang et al., 2016), Ikaros (the ortholog of the Drosophila Hunchback), in contrast, is an intrinsic factor specifying early-born neuronal fates (Mattar et al., 2015). Like Ikaros, intrinsic temporal identity factors in vertebrates are often homologous to factors described in *Drosophila* (Naka et al., 2008; Ren et al., 2017; Syed et al., 2017). How these factors are involved in neuronal fate specification and how they are regulated remain unknown.

*Drosophila* has been crucial to understanding stem cell biological mechanisms and in particular distinct temporal patterning processes (Homem and Knoblich, 2012). During embryonic neurogenesis, *Drosophila* NSCs, called Neuroblasts (NBs), undergo temporal patterning through a cascade of transcription factors (Isshiki et al., 2001). During larval neurogenesis, NB temporal patterning relies on opposing gradients of two RNA-binding proteins (Liu et al., 2015; Syed et al., 2017). Temporal patterning is also seen in intermediate neural progenitors (INPs), the transit-amplifying progeny of a discrete subset of larval NBs called type II NBs (Bayraktar and Doe, 2013). Once they arise from an asymmetric division of a type II NB, newborn INPs undergo several maturation steps before they resume proliferation: they first turn on earmuff (erm), and Asense (ase), and finally Deadpan (Dpn) expression to become mature INPs (mINP) (Bello et al., 2008; Boone and Doe, 2008; Bowman et al., 2008; Janssens et al., 2014; Walsh and Doe, 2017). Then mINPs divide 3–6 times asymmetrically to generate ganglion mother cells (GMCs), which in turn divide to generate a pair of neurons or glia. Analogous to embryonic NBs (Isshiki et al., 2001), recent reports suggest that a transcription factor cascade regulates temporal patterning of INPs (Bayraktar and Doe, 2013). Indeed, the sequential expression of Dichaete (D), Grainyhead (Grh) and Eyeless (Ey) is required to generate different neurons: D^+^ INPs produce Brain-specific homeobox (Bsh)^+^ neurons, while Ey^+ ^INPs produce Toy^+^ neurons (Bayraktar and Doe, 2013).

The three temporal identity factors are regulated through various regulatory interactions (Bayraktar and Doe, 2013; Doe, 2017): D is necessary, but not sufficient, for activating Grh. Grh instead is required for repression of D and activation of Ey (Bayraktar and Doe, 2013). Therefore, INP temporal patterning is thought to be regulated by a ‘feedforward activation and feedback repression’ mechanism (Figure 1A). Intriguingly however, INP temporal patterning also critically requires the SWI/SNF chromatin remodeling complex subunit Osa (Eroglu et al., 2014). Although Osa is not considered a specific temporal identity factor, it is required to initiate temporal patterning by activating the initial factor D. While the Osa target gene hamlet is required for the Grh-to-Ey transition (Eroglu et al., 2014), regulation of the first transition is less well understood. This result suggests that in addition to feedforward activation and feedback repression, temporal switch genes are required to ensure correct INP temporal patterning. Nevertheless, D and ham double knock down (k.d.) phenotypes do not recapitulate the complete loss of temporal patterning initiation observed in Osa-depleted type II NB lineages, suggesting the contribution of additional unidentified factors.

Here, we describe a FACS-based method to isolate INPs from three different temporal identities. By comparing the transcriptomic profiles of each set of INPs, we identify odd-paired (opa), a transcription factor whose expression is enabled by direct binding of Osa to its TSS, as a regulator of temporal patterning and repressor of D. Though Osa enables both D and Opa expression, Opa’s slower activation kinetics allow D to function in a short time window before being repressed by Opa. This mode of action resembles an incoherent feedforward-loop (FFL) motif, where an upstream gene directly activates the target gene, meanwhile indirectly repressing it by activating its repressor (Alon, 2007; Mangan and Alon, 2003). Thus, we uncover a novel mechanism controlling temporal patterning during neurogenesis.

## Results

### Transcriptome analysis of distinct INP temporal states

To obtain a comprehensive list of temporally regulated genes in INPs, we used FACS to purify INPs at each of their three temporal states: D^+^, Grh^+^ and Ey^+^ (Figure 1B). For this, we generated fly lines expressing tdTomato under an INP specific promoter (erm-Gal4 >CD8::tdTomato) and expressing GFP-fusions of one of the temporal identity factors (D-GFP, Grh-GFP and Ey-GFP, Figure 1—figure supplement 1A). Although D-GFP flies were generated with CRISPR/Cas9 method to knock-in GFP into the endogenous locus, Grh-GFP and Ey-GFP flies were generated as BAC clones insertions (Spokony and White, 2012). To test if extra copies from BAC clones cause overexpression effects, numbers of each temporal state were quantified in control versus GFP-tagged brains (Figure 1—figure supplement 1A). After dissection and dissociation of third instar larval brains, GFP-positive INP populations (D-GFP^+^, Grh-GFP^+^ and Ey-GFP^+^) were identified (Figure 1B and Figure 1—figure supplement 1B) as the largest cells with highest GFP and tdTomato expression (Figure 1—figure supplement 1B). Using immunofluorescence (IF), these cells were verified to be mature INPs (Figure 1—figure supplement 1C-D). All sorted cells within the INP populations expressed Dpn, indicating a 100% mature INP identity, while unsorted cells showed a mixture of Dpn^+^ and Dpn^-^ cells (Figure 1—figure supplement 1C-D). We validated the temporal identity of the progenitors by performing IF for their respective temporal identity markers (Figure 1C–F and Figure 1—figure supplement 2). Importantly, each GFP^+^ sorted INP population was 100% positive for its respective temporal marker (Figure 1F). In contrast, the unsorted cells consisted of mixed cell populations containing various temporal identities (Figure 1—figure supplement 2B). Lastly, we tested for the presence of sorted cells expressing markers of two temporal identities, which reflects transition states of INP temporal patterning as occurs in vivo. Analyzing Grh IF on D-GFP^+^ and Ey-GFP^+^ sorted cells, and Ey IF on Grh-GFP^+^ sorted cells revealed that sorted populations contained only 4–6% of such double-positive cells (Figure 1C–F, and Figure 1—figure supplement 2A-C), suggesting we can isolate almost pure populations of different temporal states. Collectively, we established the genetic tools and methodology to precisely sort INPs into separate populations according to their three distinct temporal states.

**Figure 1.**
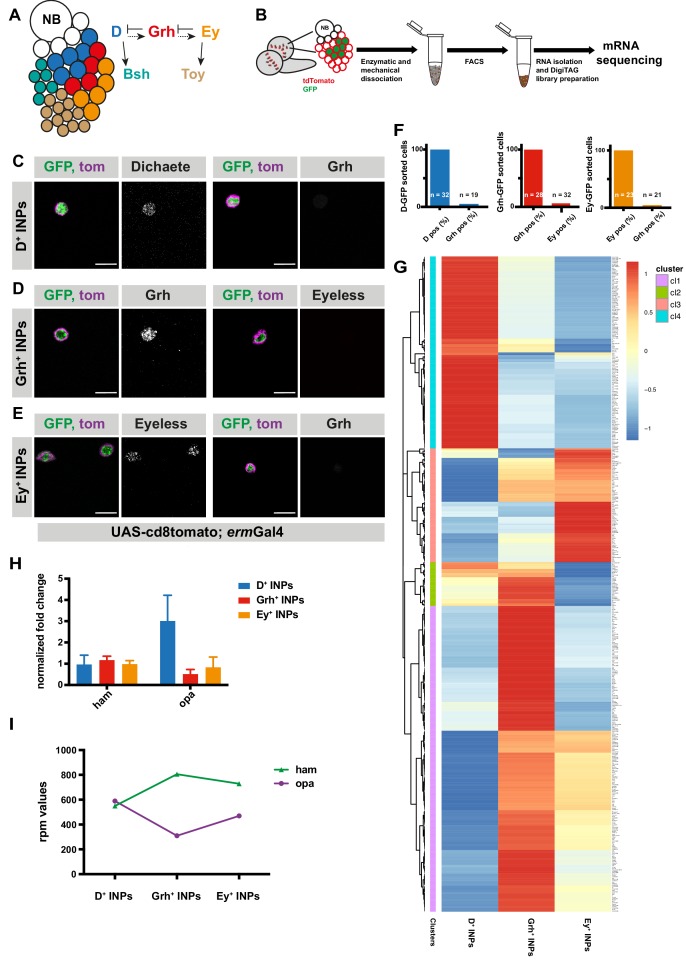
Transcriptomic analysis of temporally staged-INPs. (**A**) Cartoon depicting a typical type II neuroblast of larval *Drosophila* brain; NB and imINPs (empty circles) are followed by mINPs and neurons, GMCs omitted for simplicity. INPs are temporally patterned with Dichaete (blue), Grainyhead (red), and Eyeless (orange), and neurons are Bsh (green) or Toy (brown) positive. Summary of the regulation of temporal identity factors, and their progeny. (**B**) Cartoon illustrating the strategy used to isolate temporally-staged INPs. (**C–E**) D-, Grh and Ey-GFP FACS-sorted cells are stained for D and Grh (**C**), Grh or Ey (**D–E**), GFP-tagging temporal identity factors (in green, D or, Grh or Ey), tdTomato tagging the membrane of INPs (magenta), antibody staining (gray) scale bar 10 μm, (induced with ermGal4, marked with membrane bound tdTomato). (**F**) Graphs showing the percentage of temporal identity positive cells in D-, Grh- or Ey-GFP FACS sorted cells. n numbers are depicted on the graphs. (**G**) Hierarchical clustering analysis of gene log2fc between three different temporally-staged INP populations. (**H**) qPCR analysis of opa and ham expression levels in FACS-sorted D^+^, Grh^+^ and Ey^+^ INPs. Data are mean ± SD, n = 3, genes were normalized to Act5c, and then the average expression levels, Delta-Delta Ct method is used. (**I**) Graph showing the rpm levels of opa and ham between different INP temporal stages. 10.7554/eLife.46566.006Figure 1—source data 1.Quantification of temporally FACS-sorted INPs for temporal markers (Figure 1F). 10.7554/eLife.46566.007Figure 1—source data 2.qPCR data (Figure 1H). 10.7554/eLife.46566.008Figure 1—source data 3.Rpm levels of opa and ham genes in three different temporal states of INPs (Figure 1I).

**Figure 1—figure supplement 1.**
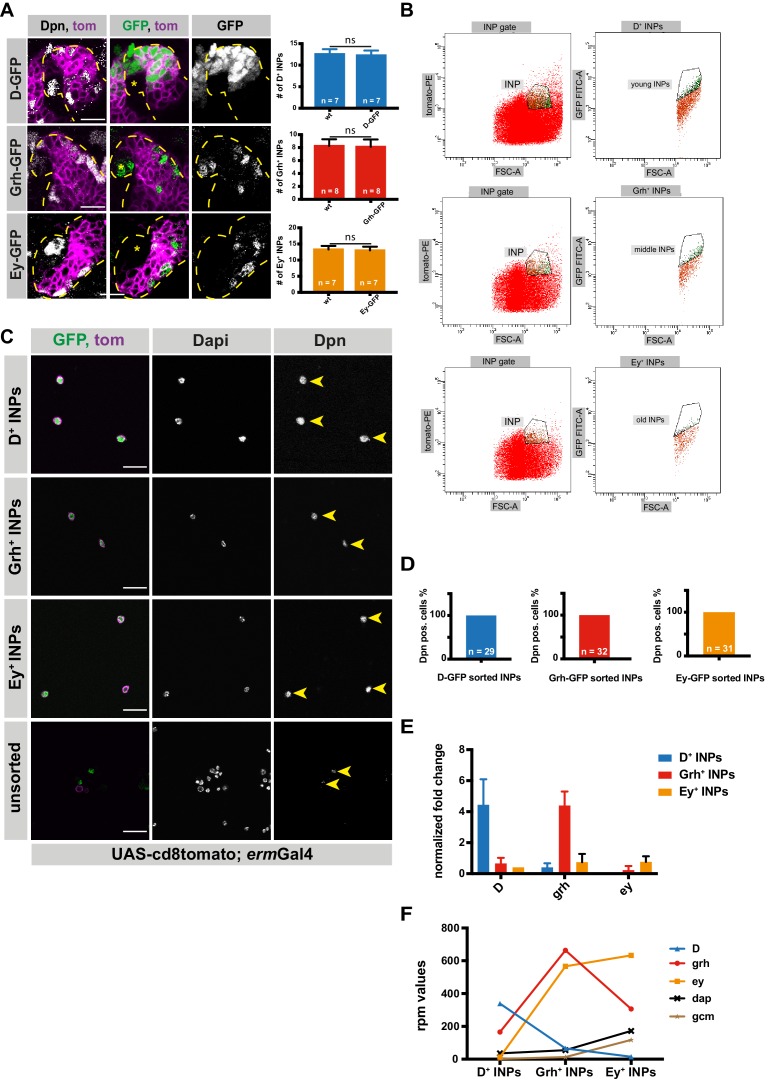
INPs can be FACS-sorted depending on their temporal identity. (**A**) Close-up images of larval brains expressing tdtomato in INP-specific manner (UAS-cd8tomato; ermGal4, shown in magenta) and temporal identity markers, Dichaete, Grainyhead and Eyeless tagged with GFP, stained for Dpn (gray). Type II lineages are outlined with yellow dashed lines, NBs are marked with *, scale bar 10 μm, (induced with ermGal4, marked with membrane bound tdTomato). Graphs showing the numbers of each temporal identity markers in control vs GFP-tagged brains. (**B**) Representative FACS plots of sorted INP temporal stages. The population with highest tomato and GFP expression (vertical axis) versus biggest cell size (horizontal axis) was sorted to obtain D^+^, Grh^+^, and Ey^+^ INPs. (**C**) D-, Grh- and Ey-GFP FACS-sorted cells and their unsorted control are stained for Dpn (gray), GFP-tagging temporal identity factors (in green, D or, Grh or Ey), tdTomato tagging the membrane of INPs (magenta), Dapi (gray), scale bar 20 μm, yellow arrowheads mark Dpn positive cells, (induced with ermGal4, marked with membrane bound tdTomato). (**D**) Graph showing the percentages of Dpn positive cells, n is the number of the cells analyzed. (**E**) qPCR analysis of temporal identity expression levels in FACS-sorted D^+^, Grh^+^ and Ey^+^ INPs. Data are mean ± SD, n = 3, genes were normalized to Act5c, and then the average expression levels, Delta-Delta Ct method is used. (**F**) Graph showing the rpm levels of marker genes between different INP temporal stages. 10.7554/eLife.46566.009Figure 1—figure supplement 1—source data 1.Quantification of number of INPs in three different temporal states versus their GFP-tagged counterparts (Figure 1—figure supplement 1A). 10.7554/eLife.46566.010Figure 1—figure supplement 1—source data 2.Quantification of FACS-sorted INPs Dpn staining positivity (Figure 1—figure supplement 1D). 10.7554/eLife.46566.011Figure 1—figure supplement 1—source data 3.qPCR data (Figure 1—figure supplement 1E). 10.7554/eLife.46566.012Figure 1—figure supplement 1—source data 4.Rpm levels of genes in three different temporal states of INPs (Figure 1—figure supplement 1F).

**Figure 1—figure supplement 2.**
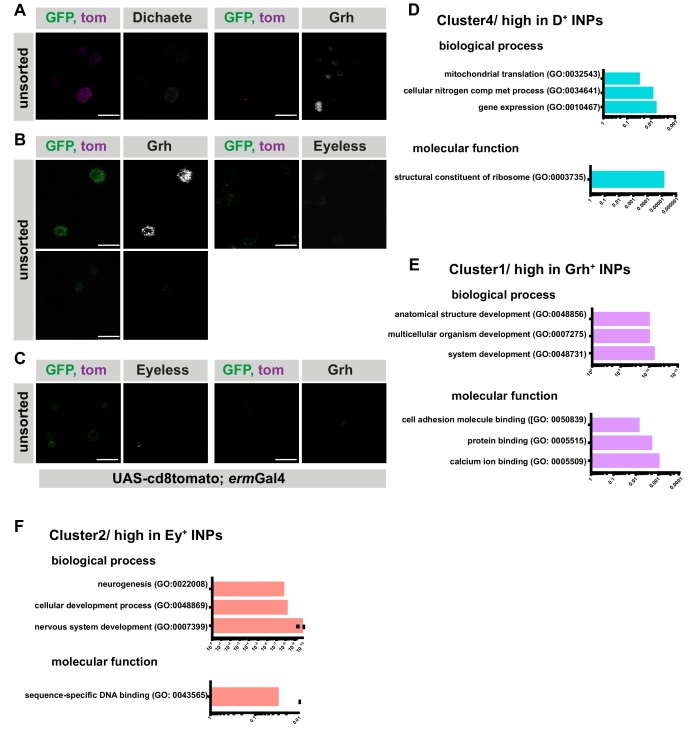
Temporally sorted INPs are pure populations. (**A–C**) Immunofluorescence of unsorted controls for Figure 1C–E, scale bar 10 μm, (induced with ermGal4, marked with membrane bound tdTomato). (**D–F**) GO-term analysis of each cluster found in hierarchical clustering analysis for biological process, and molecular function. The graphs are color-coded with their respective clusters, the top three hits were shown if applicable. Cluster two doesn’t have any GO-term enrichment.

Since our stringent FACS sorting conditions led to low RNA yields, we generated cDNA libraries using DigiTag (Landskron et al., 2018; Wissel et al., 2018). 

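The transcriptome data comprised 9 libraries, 3 each from D+, Grh+ and Ey+ INPs. INPs, the intermediate neural progenitors of type II lineages, carried membrane-bound tdTomato and a GFP fusion of the temporal identity factor of their state, and 6000 to 7000 sorted cells went into each library. The D fusion was knocked into its own locus, whereas the grh and ey fusions were additional copies on BAC insertions. RNA was reverse transcribed with oligo-dT primers, converted into libraries with the Nextera kit and sequenced as 50 bp single-end reads. DigiTag adds molecular tags to the cDNA, so that reads copied from the same molecule can be recognized. The authors removed ribosomal RNA reads with BWA 0.7.12, aligned the rest with TopHat 2.1.1 to the FlyBase r6.12 genome and gene models, and marked reads with shared tags as duplicates. They then masked small RNA genes and pseudogenes and counted reads on genes with HTSeq 0.6.1, without regard to strand. The paper's text does not say whether the marked duplicates were left out of the counts. The values deposited by the authors are whole-number counts for 16364 genes, without normalization. Counts on genes summed to 23184025, 19544572 and 20205062 in D+ replicates 1, 2 and 3, to 11266164, 20745561 and 14857545 in the Grh+ replicates, and to 21765319, 20327925 and 17447619 in the Ey+ replicates. RPM was computed here from each library's counts on genes. The authors tested differential expression with DESeq2 1.12.4. Here, all 9 libraries entered 1 edgeR 4.0.16 quasi-likelihood model with TMM normalization, over the 10193 genes that passed edgeR's expression filter. The normalization, the filter, the test and each single library could change the numbers, and each was varied. TMM factors ranged from 0.740 in Ey+ replicate 1 to 1.13 in Grh+ replicate 2. Pearson's r of log2 normalized counts across genes, which are not independent replicates, was 0.914 to 0.932 between the D+ libraries, 0.955 to 0.988 between the Grh+ libraries and 0.951 to 0.982 between the Ey+ libraries. Between libraries of different states, r ranged from 0.869 (D+ replicate 2 with Ey+ replicate 1) to 0.982 (Grh+ replicate 3 with Ey+ replicate 3). D+ replicate 1 correlated more with Ey+ replicate 2 (0.952) than with D+ replicate 2 (0.916) or D+ replicate 3 (0.932). Libraries of one state were thus not always closer to each other than to other states. The paper's text does not name sequencing runs. By the library labels, the D+ libraries were sequenced in a different run from the Grh+ and Ey+ libraries. Run and temporal state therefore cannot be told apart in comparisons with D+ INPs. With 3 libraries per state, the smallest two-sided p of an exact permutation test between states is 0.1.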

With this RNA sequencing strategy, we found 458 genes expressed differently between D^+^ and Grh^+^ INPs, and 466 genes between Grh^+^ and Ey^+^ INPs (FDR 0.05, log2foldchange > 1, and Rpm (reads per million mapped reads)>10 in one of three samples/D^+^, Grh^+^ or Ey^+^ INPs). 

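A gene was counted as changed at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, an absolute log2 fold change over 1 and a mean of more than 10 RPM in at least 1 state. Between Grh+ and D+ INPs, 322 genes changed, of which 176 were higher and 146 lower in Grh+ INPs. Between Grh+ and Ey+ INPs, 24 genes changed, of which 17 were higher and 7 lower in Grh+ INPs. In the remaining comparison, 403 genes changed, 168 higher and 235 lower in Ey+ than in D+ INPs. Without adjustment, 2430, 859 and 2705 genes had a p-value under 0.05 in these comparisons. Among all genes tested, the 3 libraries of one state did not overlap the 3 of the other in RPM in 29.7% of genes between Grh+ and D+ INPs. Between Grh+ and Ey+ INPs the share was 23.2%, against 10% by chance. RPM leaves out the TMM factors, which were larger in every Grh+ library than in any D+ or Ey+ library. An offset shared by the Grh+ libraries can therefore separate states in many genes, so the excess over 10% does not measure changed genes. The libraries did not overlap in any of the 322 or the 24 changed genes either. These were selected by their difference in the same libraries, so the chance value does not apply to them. The choice of test moved the Grh+ to Ey+ count most among the alternatives that kept all libraries and thresholds, to 177 genes with DESeq2 and its normal prior on fold changes. Scaling by library size only gave 96 genes in that comparison, 83 higher and 13 lower, and in the comparison of Grh+ with D+ INPs it raised the share of genes higher in Grh+ INPs from 54.7% to 81.6%. Leaving out single libraries gave 53 genes without Grh+ replicate 1 to 505 without D+ replicate 1 for Grh+ against D+ INPs, and 3 genes without Grh+ replicate 1 to 72 without D+ replicate 2 for Grh+ against Ey+ INPs.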

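The rankings below cover changed genes whose libraries did not overlap. The 3 largest increases from D+ to Grh+ INPs were those of Lmx1a (FBgn0052105, chromosome 3L), out (FBgn0259834, chromosome X) and CG43163 (FBgn0262719, chromosome 3L). Lmx1a had 0 counts in every D+ library and a mean of 2.57 RPM in Grh+ INPs, at least 17.9-fold higher than the level that 3 counts would give. Lmx1a passed the threshold of 10 RPM only through Ey+ INPs, where its mean was 14.6 RPM. The log2 fold changes of out and CG43163 were 7.21 (standard error 0.88) and 6.81 (standard error 0.59). Counts of out were 24, 0 and 0 in D+ replicates 1, 2 and 3, so its fold change rests on values near the floor. The largest decreases were those of Octbeta3R (FBgn0250910, chromosome 3R), hig (FBgn0010114, chromosome 2R) and CG16957 (FBgn0032519, chromosome 2L), with log2 fold changes of -4.29, -3.33 and -3.17. From Ey+ to Grh+ INPs, Cda4 (FBgn0052499, chromosome X), GNBP3 (FBgn0040321, chromosome 3L) and nw (FBgn0283508, chromosome 2R) were most increased, with log2 fold changes of 3.31, 3.23 and 2.82. FBgn0028993, which has no symbol in the gene name table, CG42402 (FBgn0259821, chromosome 3R) and mld (FBgn0263490, chromosome 3R) were most decreased, with log2 fold changes of -4.75, -4.37 and -3.54. The exons of mld share 98 bp with Syx18 on the opposite strand, which the counting did not separate. With any single Grh+ replicate left out, the calls of Octbeta3R, CG16957 and all 6 genes named between Ey+ and Grh+ INPs were lost. With only the 6 libraries of the states compared, that of Lmx1a was lost. The call of nw was also lost without Ey+ replicate 2 (adjusted p = 0.154 in edgeR). That fit kept 6 of the 24 genes changed between Grh+ and Ey+ INPs.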

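In total, 517 genes changed in at least 1 of the 3 comparisons between states. Mean RPM was highest in D+ INPs for 248 of them, in Grh+ INPs for 174 and in Ey+ INPs for 95. Over the alternatives, these numbers moved by more than 1.5 times in 23 of 60 values. Complete-linkage clustering of the scaled log2 mean RPM into 4 clusters gave a cluster of 169 genes with the highest mean in Ey+ and the lowest in D+ INPs, another of 96 genes with the highest mean in Grh+ INPs, and clusters of 100 and 152 genes with the highest mean in D+ INPs. Of the 169 genes, 95 were themselves highest in Ey+ INPs and 74 in Grh+ INPs, and 4 of the 100 genes were highest in Grh+ INPs. The boundary between the Grh+ and Ey+ clusters depended on the linkage. With average linkage, 231 genes lay in clusters with the highest mean in Grh+ INPs and 34 in those with the highest mean in Ey+ INPs, whereas the 252 genes of the D+ clusters did not change in number.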

Hierarchical clustering identified genes specifically expressed in certain temporal states, and therefore potentially involved in temporal patterning (Figure 1G). First, we confirmed the quality of our dataset by examining the transcriptional changes of temporal identity genes with quantitative PCR (qPCR) (Figure 1—figure supplement 1E). As expected, each temporal state had high expression levels of their own temporal identity genes. 

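The gene D (FBgn0000411) lies on chromosome 3L of BDGP6.54 from 14175610 to 14178620. Its mRNA fell from 339 ± 84.4 RPM in D+ INPs to 65.9 ± 14.3 RPM in Grh+ INPs and 15.3 ± 1.88 RPM in Ey+ INPs (SD, n = 3 libraries each). The log2 fold change was -2.52 from D+ to Grh+ INPs (standard error 0.26, adjusted p = 0.00192 from edgeR's quasi-likelihood test). Against Ey+ INPs, D was higher in Grh+ INPs by 1.81 on the log2 scale (standard error 0.25, adjusted p = 0.0245 from the same edgeR test), a call that was lost without any single Grh+ replicate, without Ey+ replicate 2 and without Ey+ replicate 3. The gene grh (FBgn0259211, chromosome 2R, 17801132 to 17842820) had 166 ± 74.9 RPM in D+ INPs, 664 ± 151 RPM in Grh+ INPs and 306 ± 79.0 RPM in Ey+ INPs (SD, n = 3 each). It rose by 1.85 on the log2 scale from D+ to Grh+ INPs (standard error 0.41, adjusted p = 0.0307 in edgeR). This call was lost without D+ replicate 3, any single Grh+ replicate or Ey+ replicate 2. Between Ey+ and Grh+ INPs, the log2 fold change of 0.77 (standard error 0.39, adjusted p = 0.691 in edgeR) did not pass the threshold. Over all alternatives its adjusted p ranged from 0.0245, with each library's trend on exon length removed, to 1, and all 3 Grh+ libraries lay above the 3 Ey+ libraries (exact permutation test, p = 0.1). The Grh-GFP line carries additional copies of grh, and the 17 expressed genes within 50 kb of it were also higher in Grh+ INPs, by a median of 0.56 against Ey+ INPs. On the opposite strand, an insertion of the transposon roo shares 13.5% of the exon length of grh and an antisense RNA gene 5.66%.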

Second, we confirmed the expression of known temporal identity genes (Figure 1—figure supplement 1F). 

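The gene ey (FBgn0005558) lies on chromosome 4 of BDGP6.54 from 697689 to 721173. Its mRNA was at 12.8 ± 6.25 RPM in D+ INPs, 566 ± 77.8 RPM in Grh+ INPs and 633 ± 63.9 RPM in Ey+ INPs (SD, n = 3 libraries each). The log2 fold change from D+ to Grh+ INPs was 5.31 (standard error 0.37, adjusted p = 0.00033 from edgeR's quasi-likelihood test). Between Grh+ and Ey+ INPs, the difference of -0.44 on the log2 scale (standard error 0.31, adjusted p = 0.868 in edgeR) was not larger than the spread between replicates (exact permutation test of the mean RPM, p = 0.4). From D+ to Ey+ INPs, ey rose by 5.75 (standard error 0.38, adjusted p = 9.46e-05 in edgeR). The reads do not separate the endogenous gene from the copies on the BAC insertion of the Ey-GFP line.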

FACS-purified Grh^+^ INPs expressed high levels of Ey mRNA. However, immunofluorescent analysis showed that Grh^+^ INPs expressed only low levels of Ey protein, suggesting that post-transcriptional modifications regulate the Grh-to-Ey transition (Figure 1C–F and Figure 1—figure supplement 1F). Third, we performed GO-term analysis on the identified gene clusters. 

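The 70 expressed genes for mitochondrial ribosomal proteins were tested as a set fixed by name, in place of Gene Ontology terms. Their median log2 fold change from D+ to Grh+ INPs was -0.50, and 5 of the 70 were higher in Grh+ INPs (adjusted p = 5.33e-12 in limma's camera test with a preset correlation of 0.01, adjusted over 9 sets). From D+ to Ey+ INPs the median was -0.56, and 4 of the 70 were higher in Ey+ INPs (adjusted p = 2.67e-13 in camera). Under fry, which estimates the correlation between genes from the libraries, neither difference passed 0.05 (adjusted p = 0.127 and 0.0900 in limma). Of all 9 sets in all 3 comparisons, only the glia markers in Grh+ against D+ INPs passed it under fry (adjusted p = 0.0239 in limma). As single genes, 6 of the 70 were changed between Grh+ and D+ INPs and 13 between Ey+ and D+ INPs, all of them higher in D+ INPs. Relative to the median of all genes, the shift from D+ to Grh+ INPs moved most, from -0.56 to -0.31, without D+ replicate 2. The 80 expressed cytosolic ribosomal protein genes had medians of -0.53 from D+ to Grh+ INPs and -0.75 from D+ to Ey+ INPs. The fall from D+ INPs was thus not particular to mitochondrial ribosomal proteins.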

Genes upregulated in D^+^ INPs showed enrichment for mitochondrial translation, cellular nitrogen compound metabolic process and gene expression (Figure 1—figure supplement 2D). Genes upregulated in Grh +INPs were enriched for protein binding and system development (Figure 1—figure supplement 2E). 

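Figure 1—figure supplement 2E also lists calcium ion binding and cell adhesion molecule binding for this cluster, and the cadherins, calcium-dependent adhesion proteins, were tested as a set. The median log2 fold change of the 15 expressed cadherin genes from D+ to Grh+ INPs was 0.92, and 12 of the 15 were higher in Grh+ INPs (adjusted p = 0.0125 in camera). The call was lost without D+ replicate 2 (adjusted p = 0.0887 in camera), with the trend on exon length removed (adjusted p = 0.0779 in camera) and under fry (adjusted p = 0.127), and adjusted p ranged from 0.00242 to 0.127 over all alternatives. Between Ey+ and Grh+ INPs the median was 0.03 (adjusted p = 0.469 in camera). From D+ to Ey+ INPs it was 0.94, and 12 of the 15 were higher in Ey+ INPs (adjusted p = 0.0443 in camera). That call was lost under fry (adjusted p = 0.137) and with the trend on exon length removed (adjusted p = 0.652 in camera). The rise from D+ INPs was thus not particular to Grh+ INPs. As single genes, 2 of the 15 cadherins passed the thresholds in Grh+ against D+ INPs, both higher in Grh+ INPs. Another of the lists tested holds 1 of the 15.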

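A list of transcription factors with roles in neurogenesis, of which 52 were expressed, was tested as a set. Their median log2 fold change from D+ to Ey+ INPs was 0.50, and 33 of the 52 were higher in Ey+ INPs, but the set did not pass the threshold (adjusted p = 0.437 in camera). As single genes, 5 were higher and 5 were lower in Ey+ than in D+ INPs. Relative to the median of all genes, the shift of the set was 0.43 with all libraries and 0.12 without Ey+ replicate 1. From D+ to Grh+ INPs the median was 0.55, and 36 of the 52 were higher in Grh+ INPs (adjusted p = 0.0786 in camera). Over all alternatives this adjusted p ranged from 0.0153, without Grh+ replicate 3, to 0.289. The rise from D+ INPs was thus not particular to Ey+ INPs. From Ey+ to Grh+ INPs the median was 0.13 (adjusted p = 0.143 in camera). Without Ey+ replicate 1, the set was higher in Grh+ than in Ey+ INPs (0.47 relative to all genes, adjusted p = 0.000456 in camera, range over all alternatives 0.000456 to 0.889). Of the 52 genes, 13 are also in another of the lists tested.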

Finally, genes upregulated in Ey +INPs were enriched for neurogenesis and sequence-specific DNA binding (Figure 1—figure supplement 2F). 

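The gene gcm (FBgn0014179, chromosome 2L, 9579498 to 9581745) had 1.81 ± 1.95 RPM in D+ INPs, 12.7 ± 3.74 RPM in Grh+ INPs and 118 ± 11.7 RPM in Ey+ INPs (SD, n = 3 libraries each). It rose by 6.17 on the log2 scale from D+ to Ey+ INPs (standard error 0.83, adjusted p = 0.00406 from edgeR's quasi-likelihood test). From Ey+ to Grh+ INPs, the log2 fold change was -3.53 (standard error 0.72, adjusted p = 0.0978 in edgeR), which passed the threshold with DESeq2 in place of edgeR (adjusted p = 0.0234), with library size only, with no filter, with only the 6 libraries of the states compared and without D+ replicate 2 (adjusted p = 0.00705 in edgeR). Over all alternatives its adjusted p ranged from 0.00693 to 0.373. Its exons share 128 bp with CG31709 on the same strand. The gene dap (FBgn0010316, chromosome 2R, 9712321 to 9716256) had 36.0 ± 7.08 RPM in D+ INPs, 54.8 ± 4.43 RPM in Grh+ INPs and 172 ± 21.8 RPM in Ey+ INPs (SD, n = 3 each). Its log2 fold change was 2.43 from D+ to Ey+ INPs (standard error 0.24, adjusted p = 0.000835 in edgeR). From Ey+ to Grh+ INPs it fell by 1.97 (standard error 0.24, adjusted p = 0.0155 in edgeR), and this call was lost without Grh+ replicate 1, 2 or 3 (adjusted p = 0.0877, 0.0938 and 0.0883 in edgeR, range over all alternatives 1.25e-09 to 0.0938).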

Interestingly, we observed that the glial identity-promoting factor glial cell missing (gcm) and cell cycle inhibitor dacapo (dap) were upregulated in Ey^+^ INPs (Figure 1G—figure supplement 1F). These observations support previous findings indicating that INPs begin producing glia cells instead of neurons during their later cell divisions, and that Ey is required for cell cycle exit (Baumgardt et al., 2014; Bayraktar and Doe, 2013; Ren et al., 2018; Viktorin et al., 2013). To identify genes that regulate transitions of temporal patterning, we focused on genes with a dynamic expression pattern between INP populations. To this end, we focused on genes with a log2foldchange > 1 in either the D-to-Grh or Grh-to-Ey transition. From this list, we excluded genes with a log2foldchange < 0.5 in the remaining transition. We applied a cut-off of Rpm (reads per million mapped reads)>50 in one of the three temporal identity states due to the fact that all the other temporal identity factors, along with osa and ham, had high expression levels. 

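The gene osa (FBgn0261885, chromosome 3R, 17687818 to 17718350) had 658 ± 294 RPM in D+ INPs, 1304 ± 84.3 RPM in Grh+ INPs and 1585 ± 118 RPM in Ey+ INPs (SD, n = 3 libraries each). The change from D+ to Ey+ INPs was 1.42 on the log2 scale (standard error 0.33, adjusted p = 0.0341 from edgeR's quasi-likelihood test). This call was lost with only the 6 libraries of the states compared and without D+ replicate 3, any single Grh+ replicate, Ey+ replicate 1 or Ey+ replicate 2, and adjusted p ranged from 0.000846 to 0.113 over all alternatives. In edgeR's fit of all libraries, neither difference from Grh+ INPs passed the threshold. The gene ham (FBgn0045852, chromosome 2L, 18762874 to 18792906) had 549 ± 212 RPM in D+ INPs, 806 ± 88.5 RPM in Grh+ INPs and 729 ± 77.4 RPM in Ey+ INPs (SD, n = 3 each). It did not pass the threshold in any comparison, and its log2 fold change between Ey+ and Grh+ INPs was -0.16 after TMM normalization and 0.15 with library size only. In all, 3922 genes had a mean of more than 50 RPM in at least 1 state. In the list of 8 genes that the paper names, which adds gcm and dap, 4 genes passed an adjusted p of 0.05 over all genes in Grh+ against D+ INPs and 6 adjusted over the list alone. Between Grh+ and Ey+ INPs, 2 passed over all genes and 4 adjusted over the list alone. In Ey+ against D+ INPs, 5 passed over all genes and 6 adjusted over the list alone. The study chose some of these genes on the same libraries, so the counts over the list alone are not independent evidence.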

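Applying the same fold-change and RPM criteria to the edgeR fold changes, without a p-value threshold, gave 95 genes lowest in Grh+ INPs and 24 genes highest in Grh+ INPs. All 49 and all 22 genes of the paper's lists were among them. In 20 simulated data sets without changed genes, in which both comparisons also shared the Grh+ libraries, at most 13 genes were lowest and 8 highest. Each gene was drawn independently there, so deviations shared by many genes of a library were absent. Some regroupings of the real libraries gave longer lists. Of 100 groupings of the 9 libraries into 3 groups of 3, the real one included, 15 had at least as many lowest and 40 at least as many highest genes. Of the 95 genes, 4 had an adjusted p under 0.05 in edgeR's test of Grh+ against D+ INPs, where 7 had an unadjusted p under 0.05, and 0 in Grh+ against Ey+ INPs, where 75 had an unadjusted p under 0.05. The 4 genes were Vsx1, run, CG11961 and opa, of which the first 3 were picked out after their values were seen. In RPM, the Grh+ libraries lay below all other libraries in 4 of the 95 genes, and above all others in 22 of the 24. As the genes were selected by their level in Grh+ INPs, the 1.19% expected of an unselected gene does not apply to them, and among the same groupings 21 had at least 4 such lowest genes and 4 had at least 22 such highest genes, of which 2, the real one included, had the Grh+ libraries as the middle group. Ey+ replicate 1 had the highest value of the 9 libraries in 88 of the 95 genes. Without it, 22 genes were lowest in Grh+ INPs, all of them among the 95, and without D+ replicate 1 the number was 27. Without D+ replicate 2 it was 184, and without Grh+ replicate 2 it was 151. Among the alternatives that kept all libraries and set no p-value threshold, the number ranged from 51 with the normal prior of DESeq2 to 139 with each library's trend on exon length removed, which was chosen after seeing the data. Of the 93 genes with a known position, 19 lie on chromosome 4, against 55 of 3850 positioned genes over 50 RPM.

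**Figure D1:**
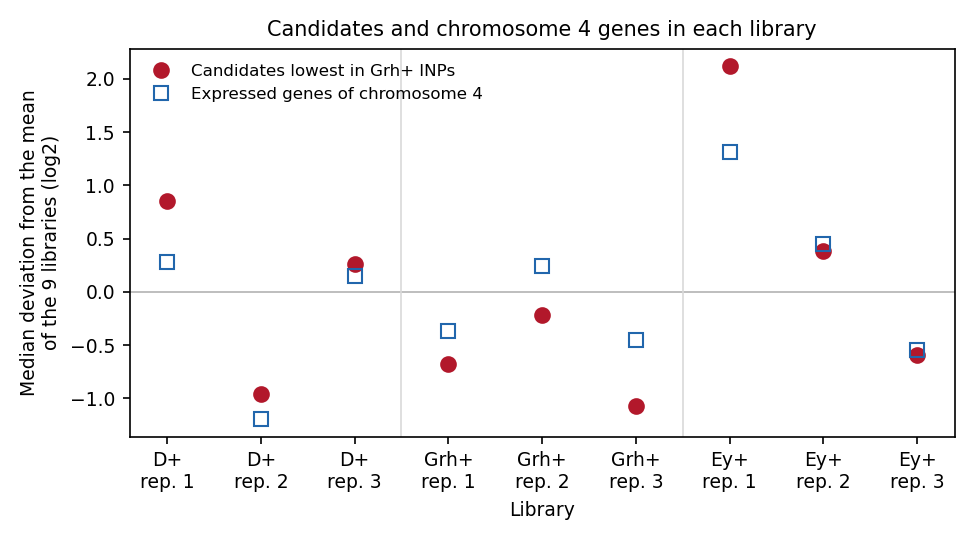
Median log2 deviation from the mean over all libraries in each of the 9 libraries, for the 95 genes lowest in Grh+ INPs (filled red circles) and the 96 expressed genes of chromosome 4 (open blue squares). Ey+ replicate 1 has the highest median of both groups, 2.12 and 1.31, and D+ replicate 2 lies at -0.96 and -1.20.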

With these criteria, we identified 71 genes (Supplementary file 1 and Supplementary file 2), 49 of which displayed an expression pattern of high in D + INPs, low in Grh +INPs, and finally higher in Ey +INPs. Among these genes, odd-paired (opa) was ranked as the 5^th^ hit that is most downregulated in Grh^+^ INPs (Figure 1G–I, Supplementary file 1). 

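The log2 fold change of opa from D+ to Grh+ INPs was -1.08 (standard error 0.23, adjusted p = 0.0287 from edgeR's quasi-likelihood test). From Ey+ to Grh+ INPs it was -0.88 (standard error 0.23, adjusted p = 0.209 in edgeR). Ordered by the change from D+ to Grh+ INPs, opa ranked 21 of the 95 genes lowest in Grh+ INPs. The order by the change from Ey+ to Grh+ INPs moved its rank most, to 93, and with the normal prior of DESeq2 the rank was 5. The fit with that prior gave the printed fold changes of the paper's 71 genes to within 0.00054. With single libraries left out, the first fold change of opa, from D+ to Grh+ INPs, lay between -1.29 and -0.91. The second, from Ey+ to Grh+ INPs, lay between -0.96 and -0.82. Adjusted p for the first rose above 0.05 in 6 of those 9 fits, without D+ replicate 3, any single Grh+ replicate, Ey+ replicate 2 or Ey+ replicate 3. The second fell below 0.05 without D+ replicate 2 (adjusted p = 0.0334 in edgeR) with only the 6 libraries of the states compared (adjusted p = 0.0350 in edgeR) and with DESeq2 (adjusted p = 0.0210 without and 0.0183 with the normal prior). Over all alternatives, adjusted p lay between 0.000831 and 0.148 for the first and between 0.0183 and 0.760 for the second. Without D+ replicate 1 or D+ replicate 3, and with scaling by library size only or by the upper quartile, opa did not meet the fold-change criteria for the list. The paper picks out opa by comparing the transcriptomes and gives its place in the list, and adds an earlier report that Osa binds at the opa TSS and primes its expression as the reason for investigating Opa in detail.

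**Figure D2:**
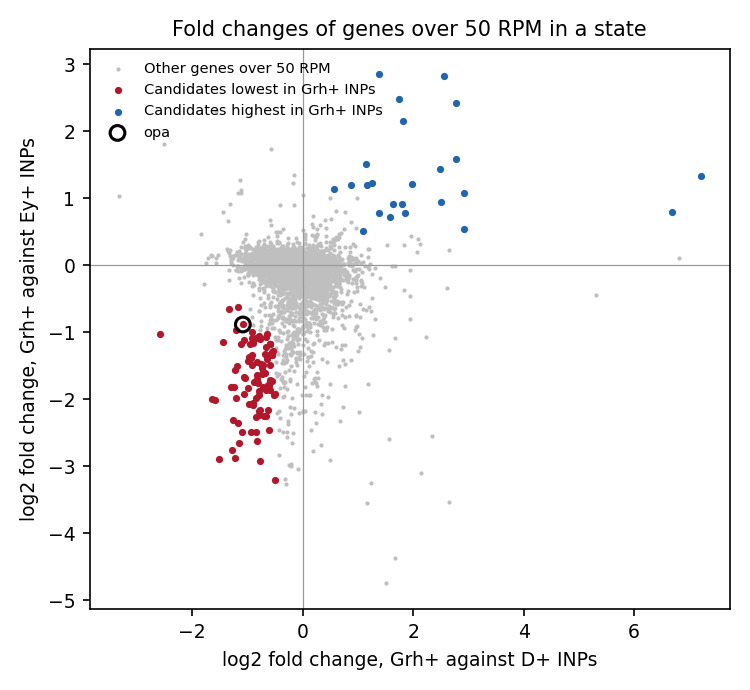
Log2 fold change of Grh+ against D+ INPs (horizontal axis) and of Grh+ against Ey+ INPs (vertical axis) for genes over 50 RPM in at least 1 state. The 95 genes lowest in Grh+ INPs are red, the 24 highest are blue, and opa is circled at -1.08 and -0.88.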

Since Osa binds to the TSS of opa in order to prime its expression (Eroglu et al., 2014), we investigated in detail the potential role of Opa in regulating INP temporal patterning.

### Odd-paired (opa) is required for the progression of INP temporal patterning

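The gene opa is listed by the identifier FBgn0003002. It lies on the plus strand of chromosome 3R of BDGP6.54, the Release 6 assembly that the FlyBase r6.12 gene models also use, from 4852813 to 4869979, and is annotated as protein coding. Its exons cover 2939 bp, and no other annotated gene shares them. Between 3402 counts in Grh+ replicate 1 and 15380 counts in D+ replicate 1 were assigned to opa.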

Opa is a transcription factor containing five zinc finger domains and is essential for para-segmental subdivision of *Drosophila* embryos (Benedyk et al., 1994; Mizugishi et al., 2001). During development, Opa ensures the timely activation of the transcription factors engrailed and wingless (Benedyk et al., 1994). To test if opa regulates INP temporal patterning, we depleted opa using RNAi expressed specifically in INPs with ermGal4. Opa knockdown slightly increased the total number of INPs (Dpn^+^ cells), but drastically increased the number of D^+^ INPs while decreasing the number of both Grh^+^ and Ey^+^ INPs (Figure 2A–D). We confirmed this result by performing mosaic analysis with a repressible cell marker (MARCM) to create mosaic opa (-/-) mutant or control opa (+/+) GFP^+^ cell clones (Lee and Luo, 1999). Control clones were indistinguishable from WT, whereas opa mutant clones contained predominantly D^+^ INPs, at the expense of the other two temporal states (Figure 2E–F). The RNAi and mosaic mutant analysis both indicate that loss of Opa causes a shift in INP temporal state identity such that the early generated D^+^ INPs are increased while the later generated Grh^+^ and Ey^+^ INPs are decreased. These results suggest that opa is regulating the D-to-Grh transition by either repressing D or activating Grh. Since it has been previously shown that Grh is not sufficient for D repression (Bayraktar and Doe, 2013), we tested whether the main role of opa is to repress D. For this, we depleted opa in DM1 lineages, which undergo temporal patterning by expressing only D and then Ey (Figure 2—figure supplement 1). Opa knock-down in DM1 lineages caused a significant increase in the number of D^+^ INPs at the expense of Ey^+^ INPs, suggesting that opa is required for D repression (Figure 2—figure supplement 1).

**Figure 2.**
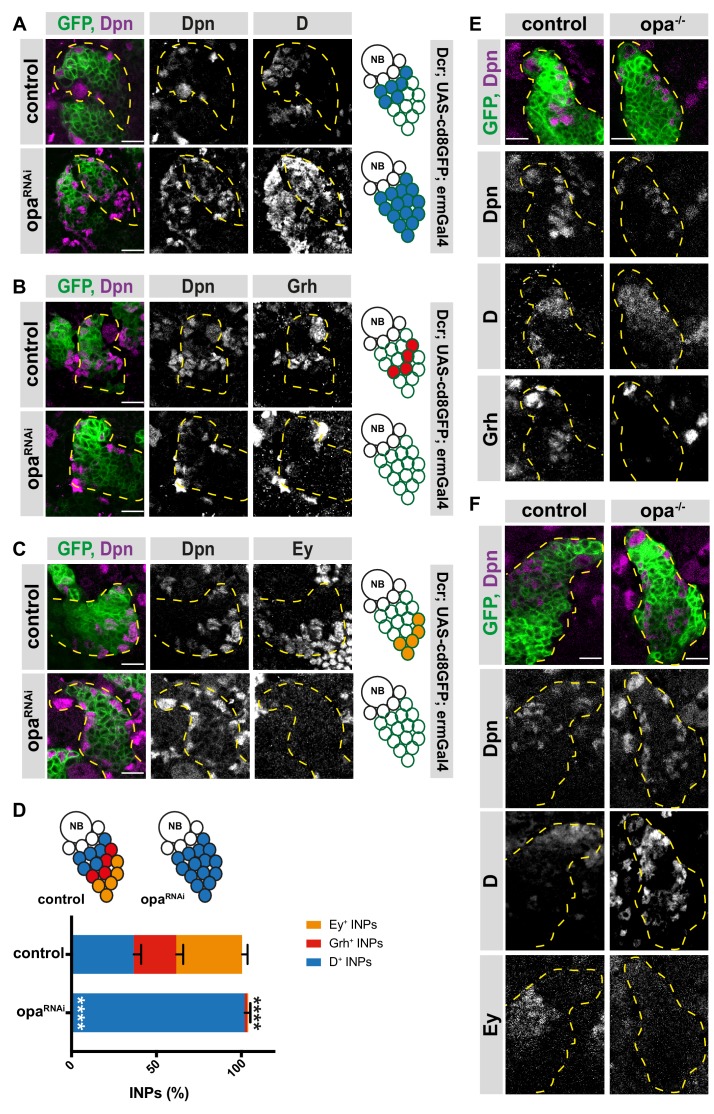
Opa is required for the progression of temporal patterning of INPs. (**A**) Close-up images of larval brains expressing RNAi against opa in INPs, stained for Dpn and D (induced with ermGal4, marked with membrane bound GFP). Lineages are outlined with yellow dashed line. (**B**) Close-up images of larval brains expressing RNAi against opa in INPs, stained for Dpn and Grh (induced with ermGal4, marked with membrane bound GFP). Lineages are outlined with yellow dashed line. (**C**) Close-up images of larval brains expressing RNAi against opa in INPs, stained for Dpn and Ey (induced with ermGal4, marked with membrane bound GFP). Lineages are outlined with yellow dashed line. (**D**) Quantification of INP numbers in different temporal stages identified by antibody staining of Dpn^+^, D^+^ cells, Dpn^+^, Grh^+^ cells, and Dpn^+^, Ey^+^ cells in control and opa knock-down brains, n = 10, total INP numbers in control were normalized to 100%. Data represent mean ± SD, ***p<=0.001, Student’s t-test (D^+^ INPs control 12.44 ± 1.42 [n = 10], opa RNAi 34.66 ± 1.02 [n = 12], p<0.001; Grh^+^ INPs control 8.5 ± 1.32 [n = 10], opa RNAi 0.5 ± 0.65 [n = 12], p<0.001; Ey^+^ INPs control 13.2 ± 0.98 [n = 10], opa RNAi 0.2 ± 0.4 [n = 10], p<0.001). (**E**) Control and opa mutant MARCM clones marked by membrane-bound GFP, stained for Dpn, Grh and D after 120 hr of induction. Control clone has D^+^, Dpn^+^ INPs followed by Grh^+^ INPs while opa mutant clone has increased number of D^+^ INPs and decreased number of Grh^+^ INPs. (**F**) Control and opa mutant MARCM clones marked by membrane-bound GFP, stained for Dpn, D and Ey after 120 hr of induction. Opa mutant clone has higher number of D^+^ INPs and lower number of Ey^+^ INPs. Scale bar 10 μm in all images. 10.7554/eLife.46566.016Figure 2—source data 1.Quantification of number of INPs in three different temporal identities between control versus opa-depleted brains with INP-specific driver (Figure 2D).

**Figure 2—figure supplement 1.**
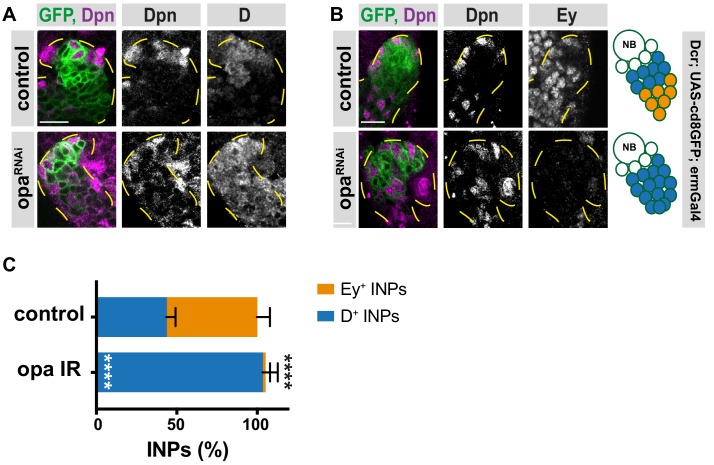
Opa is required for D repression. (**A–B**) Close-up images of larval brains expressing RNAi against opa in type II DM1 lineages, stained for Dpn, D (**A**), Dpn and Ey (**B**), lineages are outlined with yellow dashed line, scale bar 10 μm (induced with ermGal4, marked with membrane bound GFP). (**C**) Quantification of Dpn^+^, D^+^, and Dpn^+^, Ey^+^ INPs in control and opa knock-down brains, n = 5, total INP numbers in control were normalized to 100%. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (D^+^ INPs control 11.14 ± 0.55 [n = 7], opa RNAi 26.43 ± 0.92 [n = 7], p<0.001; Ey^+^ INPs control 14.4 ± 0.92 [n = 5], opa RNAi 0.43 ± 0.29 [n = 7], p<0.001). 10.7554/eLife.46566.017Figure 2—figure supplement 1—source data 1.Quantification of number of INPs in three different temporal identities between control versus opa-depleted brains with INP-specific driver in DM1 lineages (Figure 2—figure supplement 1C).

**Figure 2—figure supplement 2.**
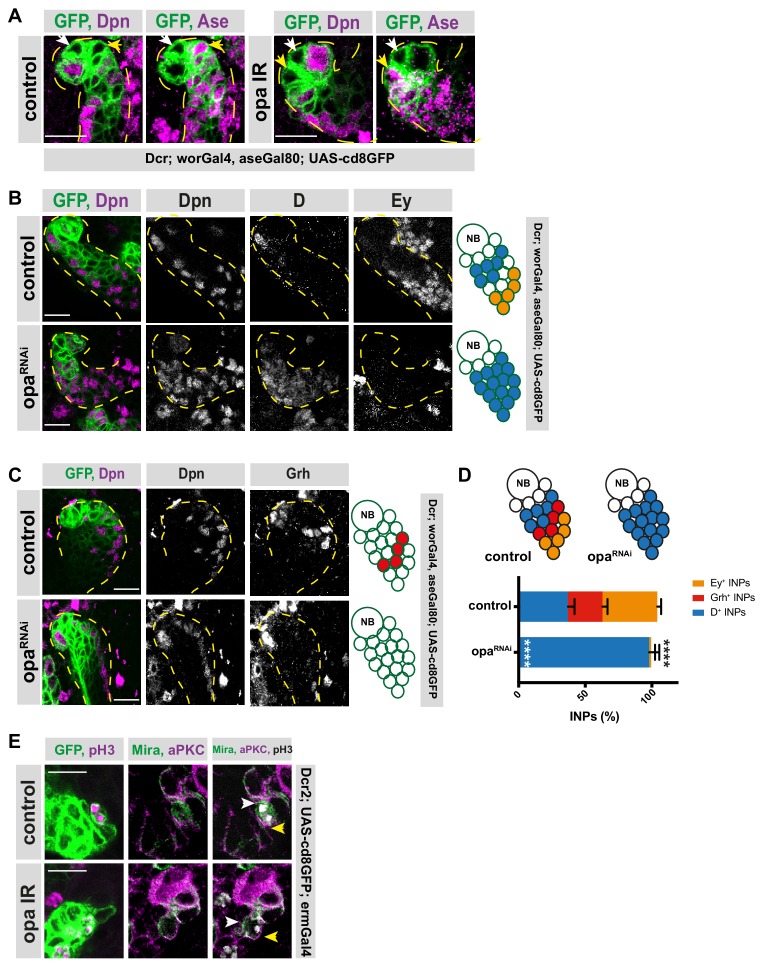
Opa regulates the transition from D-to-grh. (**A**) Close-up images of larval brains expressing RNAi against opa in type II lineages, stained for Dpn and Ase, lineages outlined with yellow dashed lines, Dpn^-^/Ase^-^ INPs are marked with white arrowhead, Dpn^-^/Ase^+^ INPs are marked with yellow arrowhead, scale bar 10 μm (induced with worGal4, aseGal80, marked with membrane bound GFP). (**B–C**) Close-up images of larval brains expressing RNAi against opa in type II lineages, stained for Dpn, D and Ey (**B**), and Grh (**C**), lineages are outlined with yellow dashed line, scale bar 10 μm (induced with worGal4, aseGal80, marked with membrane bound GFP). (**D**) Quantification of Dpn^+^, D^+^, and Dpn^+^, Grh^+^, and Dpn^+^, Ey^+^ INPs in control and opa knock-down brains, n = 5, total INP numbers in control were normalized to 100%. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (D^+^ INPs control 12.6 ± 1.5 [n = 5], opa RNAi 33.3 ± 2.35 [n = 6], p<0.001; Grh^+^ INPs control 8.8 ± 1.6 [n = 5], opa RNAi 0 [n = 6], p<0.001; Ey^+^ INPs control 14 ± 0.89 [n = 5], opa RNAi 0.5 ± 0.86 [n = 5], p<0.001). (**E**) Close-up images of larval brains expressing opa RNAi in INPs, stained for pH3, Mira and aPKC, the crescents of Mira staining are marked with white arrowhead, and the crescents of aPKC staining are marked with yellow arrowhead, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). 10.7554/eLife.46566.018Figure 2—figure supplement 2—source data 2.Quantification of number of INPs in three different temporal identities between control versus opa-depleted brains with type II-specific driver (Figure 2—figure supplement 2D).

Finally, we tested if opa regulates processes upstream of temporal patterning during the stages of initial INP maturation with a type II-specific driver line. When expressing opa RNAi specifically in type II NBs, we observed no effect on INP maturation (Figure 2—figure supplement 2A) as observed with sequential activation of Ase and Dpn, but immunofluorescent analysis of INPs for D, Grh and Ey expression showed the same phenotype as INPs depleted for opa (Figure 2—figure supplement 2B-D). Collectively, these data suggest that opa inhibits D expression. Furthermore, similar to hamlet, Opa appears to act as a temporal identity switch gene, controlling the transition from a D^+^ to a Grh^+^ state. To test if opa knock-down impairs INP asymmetric cell division leading to the disruption in temporal patterning, we analyzed the expression of Mira, a known scaffolding protein that localizes asymmetrically during cell division, and aPKC, which localizes to apical cortex (Figure 2—figure supplement 2E). Opa-depleted INPs can asymmetrically segregate Mira and aPKC, which suggests that asymmetric division is normal. Thus, opa is indeed a temporal switch factor required for the D-to-Grh state.

### Opa regulates the transition from early to late born neurons and is required for motor function

INP temporal patterning results in the production of different neuronal subtypes at distinct periods of neurogenesis. For instance, ‘young’, D^+^ INPs produce Brain-specific homeobox (Bsh)^+^ neurons and ‘old’, Ey^+^ INPs produce Toy^+^ neurons (Bayraktar and Doe, 2013). Since the progression of INP temporal identity is disrupted in opa-depleted INPs, we tested whether this disrupted identity affects the production of different types of neurons. INP-driven opa RNAi displayed a significant increase in Bsh^+^ neurons, at the expense of Toy^+^ neurons (Figure 3A–C). In addition, opa-depleted MARCM clones also contained increased numbers of Bsh^+ ^neurons compared to wild-type counterparts (Figure 3D). This result confirms that shifting the INP identity toward a D^+^ identity leads to a concomitant increase in the Bsh^+^ neurons produced by D^+^ INPs. Thus, altering the temporal identity progression of neural progenitors can alter the proportions of neuronal subtypes in the brain.

**Figure 3.**
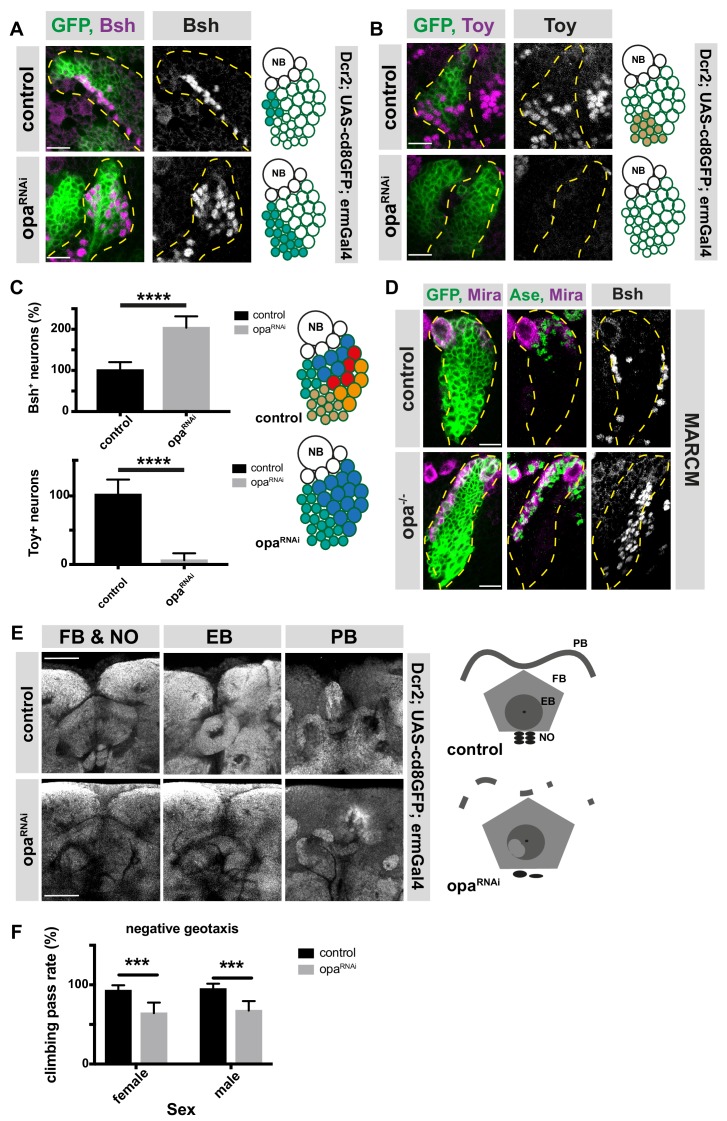
opa is an important factor for the generation of both early and late-born INP progeny and contributes to adult brain central complex. (**A–B**) Close-up images of larval brains expressing RNAi against opa in INPs, immunofluorescence for Bsh (**A**), and Toy (**B**) neuronal markers, scale bar 10 μm, lineages are outlined with yellow dashed line (induced with ermGal4, marked with membrane bound GFP). (**C**) Quantification of Bsh^+^ and Toy^+^ neurons in control and opa knock-down brains, n = 11, total Bsh^+^ or Toy^+^ neuron numbers in control were normalized to 100%. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (**D**) Control and opa mutant MARCM clone marked by membrane-bound GFP, stained with Mira, Ase, and Bsh antibodies after 120 hr of induction. The clones are marked with yellow dashed line, scale bar 10 μm. (**E**) Close-up images of adult central complex, composed of fan-shaped body (FB), noduli (NO), ellipsoid body (EB), and protocerebral bridge (PB) of control and opa knock-down brains, stained with Bruchpilot antibody (gray) (induced with ermGal4) scale bar 50 μm. (**F**) Negative geotaxis assay with control and opa RNAi expressing flies (induced with ermGal4, marked with membrane bound GFP). For each genotype n = 10 replicates, each consisting of 10 adult female or male adults. Data are mean ± SD, ***p<0.001, Student’s t-test. 10.7554/eLife.46566.020Figure 3—source data 1.Quantification of Bsh^+^ or Toy^+^ neuron numbers in control versus opa-depleted brains with INP-specific driver (Figure 3C). 10.7554/eLife.46566.021Figure 3—source data 2.Quantification of the percentage pass rate of flies with control versus opa-depleted brains (Figure 3F).

We next investigated whether altering the proportions of neuronal subtypes leads to a defect on brain morphology and function. The adult central complex (CCX) brain region relies on type II NB neurogenesis (Bayraktar et al., 2010; Izergina et al., 2009). Opa-depletion in INPs caused major alterations in the gross morphology of the adult CCX. The fan-shaped body (FB) was enlarged, the noduli (NO) and ellipsoid body (EB) only partially formed, and the protocerebral bridge (PB) appeared fragmented (Figure 3E). Since the CCX is required for adult motor functions (Callaerts et al., 2001; Young and Armstrong, 2010), we tested whether altered CCX morphology affected motor behavior. Compared to control flies, INP-driven *opa* RNAi caused impaired negative geotaxis performance (Figure 3F). Thus, opa is a temporal switch gene required for neuronal subtype specification, which is required for the correct assembly and function of the adult central complex. Thus, the temporal identity specification of neural progenitors is crucial for proper neural cell complexity, and brain function.

### Dichaete and Opa are sequentially expressed in INPs

If opa is required for the D-to-grh transition, what is the molecular mechanism of this transitional regulation? To answer this question, we first confirmed that opa is indeed a target of Osa in type II NB lineages by analyzing opa protein expression within the NB lineage, and whether this expression is regulated by Osa. We generated healthy, homozygous, endogenously C-terminally tagged opa::V5 knock-in flies (Figure 4—figure supplement 1A). Through immunofluorescent analysis of V5 tag expression, we observed that Opa is expressed throughout the type II lineage in INPs (marked with Dpn and Ase) and, GMCs (Pros^+^ cells) and neurons, but not in NBs (Dpn^+^) or immature INPs (Dpn^-^/Ase^-^ or Dpn^-^/Ase^+^ cells) (Figure 4—figure supplement 1B-D). Opa is also expressed in the DM1 lineage, even though DM1 lineages display a temporal patterning lacking Grh expression (Figure 1—figure supplement 1E). To check the specificity of the opa-V5 line, we depleted opa specifically in type II lineages using RNAi. As expected, opa-V5 expression decreased with opa-RNAi (Figure 4—figure supplement 1E-F). The proper expression of opa is dependent on Osa, since Osa-knockdown in type II NBs resulted in a loss of Opa (Figure 4—figure supplement 2A and B).

Since both D and opa are direct Osa targets, we next compared the expression pattern of D and opa (Figure 4A). Without exception, D^+^/opa^-^ INPs appeared before D^+^/opa^+^ cells in the lineage (Figure 4A). However, in later temporal states, all Grh^+^ and Ey^+^ INPs expressed opa (Figure 4B, and Figure 4—figure supplement 3A). Our transcriptome data suggest that opa expression fluctuates throughout the three different INP populations. To confirm this hypothesis, we calculated the intensity of the opa-V5 signal among these three populations (Figure 4C–D, and Figure 4—figure supplement 3B). Indeed, we found that D^+^ INPs express the highest opa protein levels (Figure 4C), while Grh^+^ INPs express the lowest (Figure 4D and Figure 4—figure supplement 3B). 

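In the 3 D+ libraries, opa was at 663, 398 and 707 RPM. The Grh+ libraries had 302, 336 and 291 RPM, and the Ey+ libraries had 416, 517 and 475 RPM. The means were 589.6 ± 167 RPM in D+ INPs, 309.8 ± 23.4 RPM in Grh+ INPs and 469 ± 51.1 RPM in Ey+ INPs (SD, n = 3 libraries each). Each Grh+ library lay below every D+ and every Ey+ library (exact permutation test of the means, two-sided, p = 0.1 in both comparisons). The D+ and Ey+ libraries overlapped (exact permutation test, p = 0.4), and the log2 fold change from D+ to Ey+ INPs was -0.20 (standard error 0.23, adjusted p = 0.620 in edgeR's quasi-likelihood test).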

Since D expression precedes opa expression, it is possible that D activates opa. However, upon type II NB specific D knockdown, opa localization was unchanged (Figure 4E). Interestingly, D knockdown alone also did not prevent later temporal stages, Grh and Ey, to appear (Bayraktar and Doe, 2013), suggesting that other factor(s) are required to maintain temporal identities in INPs. Since Osa-depleted type II NB lineages fail to initiate temporal patterning (Eroglu et al., 2014), we hypothesized that one of these unidentified factors could be a target of Osa that remains expressed in D-depleted INPs, such as opa. To test this hypothesis, we examined the epistatic genetic interactions between D and Opa. Double knock down of D and opa by type II NB-specific RNAi produced type II lineages containing fewer Dpn^+^/Ase^+^ INPs compared to controls (Figure 4F–G). This result suggests that even though D and opa are Osa targets, two of them alone cannot fully account for Osa tumor suppressor role (Figure 4F–G). Importantly, all known temporal identity markers on the remaining cells were absent, suggesting a complete loss of temporal identity in these INPs (Figure 4F–G). However, since these cells also lost their INP identity due to lack of Dpn and Ase, they exhibit a different phenotype than Osa knockdown. Therefore, our data suggest that opa is required for the repression of D, the activation of Grh, and thus the progression of temporal identities in INPs.

**Figure 4.**
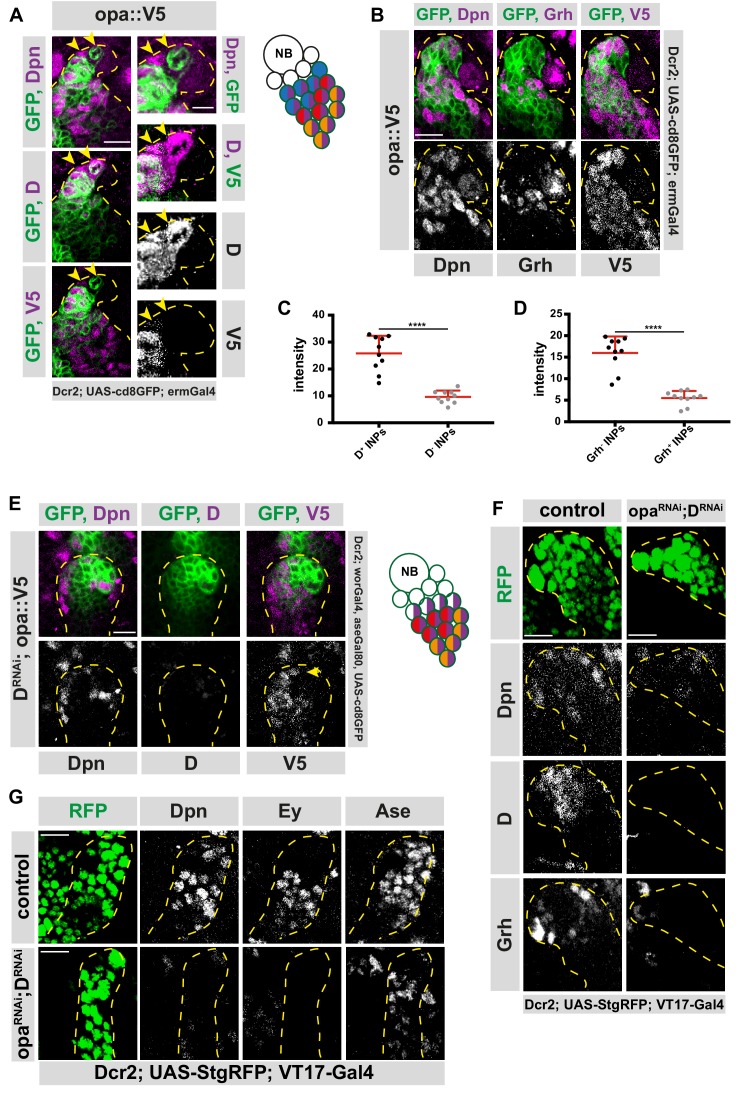
Osa initiates D expression before initiating Opa. (**A**) Close-up images of fly brains endogenously expressing V5-tagged opa in INPs, stained for V5, Dpn and D. D^+^, V5^-^ cell is marked with arrows, lineages are outlined with yellow dashed line, scale bar 10 μm and 5 μm, (induced with ermGal4, marked with membrane bound GFP). (**B**) Close-up images of fly brains endogenously expressing V5-tagged opa in INPs, stained for V5, Dpn and Grh, lineages are outlined with yellow dashed line, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**C**) Quantifications of opa::V5-signal intensity measurements of D^+^ vs D^-^ INPs, n = 10, normalized to background intensity. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (**D**) Quantifications of opa::V5-signal intensity measurements of Grh^+^ vs Grh^-^ INPs, n = 10, normalized to background intensity. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (**E**) Close-up images of fly brains endogenously expressing V5-tagged opa and RNAi for D in type II lineages, stained for V5, Dpn and D, lineages are outlined with yellow dashed line, scale bar 10 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**F–G**) Close up images of control versus opa and D double knock-down brains in type II lineages, stained with Dpn, D and Grh (**C**), or for Dpn, Ey and Ase (**C**) antibodies, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with Dcr2; UAS-StgRFP; VT17-Gal4, marked with nuclear RFP). 10.7554/eLife.46566.026Figure 4—source data 1.Quantification of intensity measurements of opa::V5 signal in D^+^ versus D^-^ INPs in wild-type brains (Figure 4C). 10.7554/eLife.46566.027Figure 4—source data 2.Quantification of intensity measurements of opa::V5 signal in Grh^+^ versus Grh^-^ INPs in wild-type brains (Figure 4C).

**Figure 4—figure supplement 1.**
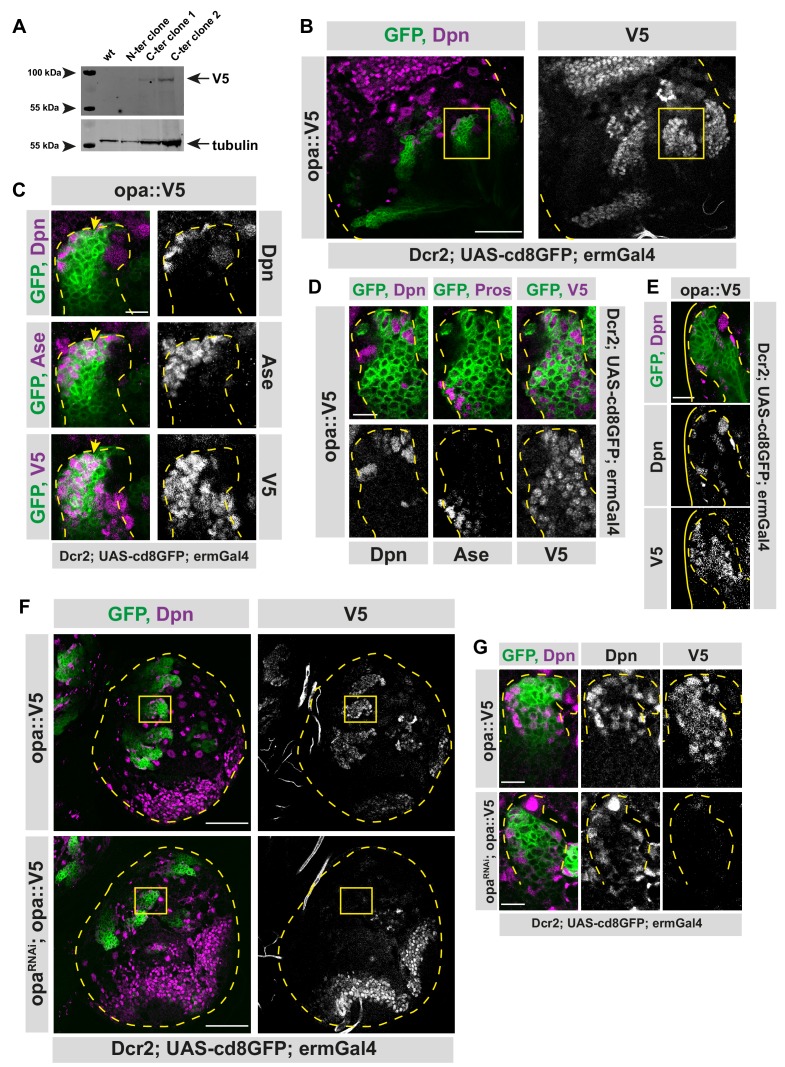
Opa is expressed in type II lineages. (**A**) Western blot confirmation of opa::V5 expressing flies. Wild-type embryos were used as control, three different clones were tested: two C-terminus tagged embryos and one N-terminus tagged embryos were used. Alpha-tubulin is used as loading control while V5 antibody was used for opa::V5 tag. (**B**) Opa is expressed in type II lineages. Overview image of brain lobe expressing endogenously V5-tagged opa, stained for Dpn and V5 antibodies, lobes are outlined with yellow dashed lines, scale bar 50 μm, (induced with ermGal4, marked with membrane bound GFP). (**C**) Close-up images of (**B**) marked with yellow square, stained for Dpn, Ase, and V5 antibodies. Type II lineage is outlined with yellow dashed lines, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). Yellow arrow is marking the start of opa expression. (**D**) Close-up images of brain lobes expressing endogenously V5-tagged opa, stained for Dpn, Prospero and V5 antibodies, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**E**) Close-up images of DM1 lineage expressing endogenously V5-tagged opa, stained for Dpn and V5 antibodies, lineage is outlined with yellow dashed lines, while the brain lobe is outlined with yellow line (DM1 lineages can be deduced from their localization in the brain lobe), scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**F**) Overview images of brain lobes expressing opa-V5 alone or along with opa RNAi in type II lineages, stained for Dpn and V5 antibodies, lobes are outlined with yellow dashed lines, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**G**) Close up images of (**F**) marked with yellow square, stained with Dpn and V5 antibodies. Type II lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP).

**Figure 4—figure supplement 2.**
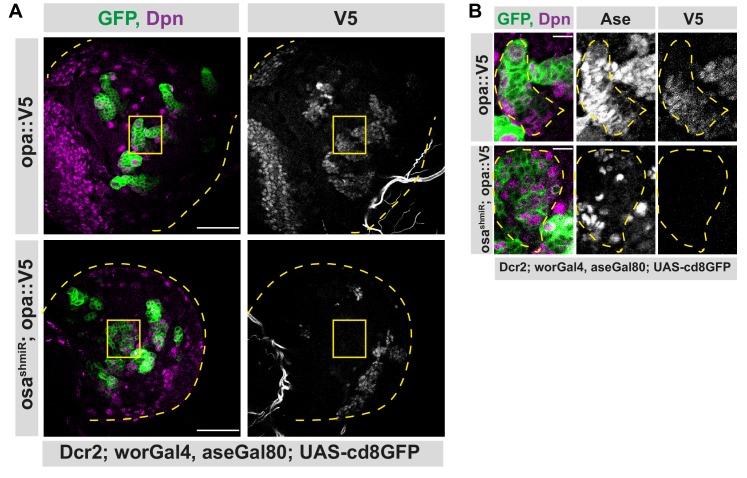
Osa initiates the expression of opa in INPs. (**A**) Opa is induced directly by Osa. Overview images of brain lobes expressing opa-V5 alone or along with osa shmiR in type II lineages, stained for Dpn and V5 antibodies, lobes are outlined with yellow dashed lines, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). Osa knock-down causes the loss of V5 expression in type II lineages. (**B**) Close-up images of (**A**) marked with yellow square, stained with Dpn, V5 and Ase antibodies. Type II lineage is outlined with yellow dashed lines, scale bar 10 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). Knock-down of Osa causes higher numbers of Dpn^+^ cells which are V5^-^.

**Figure 4—figure supplement 3.**
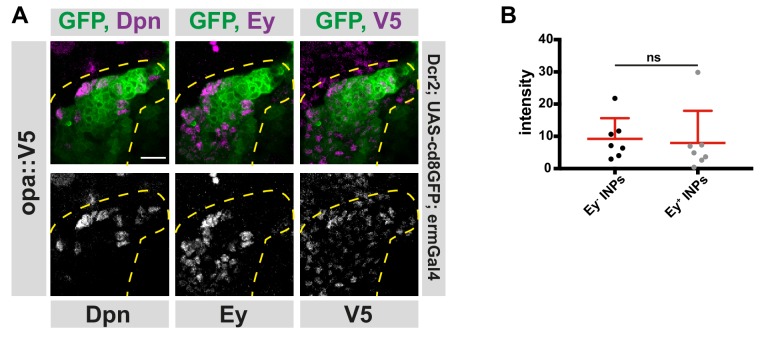
Different temporal states have different opa levels. (**A**) Close-up images of fly brains endogenously expressing V5-tagged opa in INPs, stained for V5, Dpn and Ey. Lineages are outlined with yellow dashed line, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**B**) Quantifications of opa::V5-signal intensity measurements of Ey^+^ vs Ey^-^ INPs, n = 7, normalized to background intensity. Data represent mean ± SD, not significant, Student’s t-test. 10.7554/eLife.46566.028Figure 4—figure supplement 3—source data 1.Quantification of intensity measurements of opa::V5 signal in Ey^+^ versus Ey^-^ INPs in wild-type brains (Figure 4—figure supplement 3B).

### Opa is an expression level-dependent repressor of D

If Opa suppresses D, one puzzling aspect of our data is the presence of double-positive D^+^/opa^+^ INPs (Figure 4A). To better understand this paradox, we overexpressed opa in type II NBs during a period before D is normally expressed. Overexpression of opa resulted in shorter lineages (Figure 5—figure supplement 1A-B), decreased total INP numbers (Figure 5—figure supplement 1A), and a loss of type II NBs (marked by Dpn or Mira) (Figure 5—figure supplement 1A-B). Co-expressing the apoptosis inhibitor p35 did not prevent NB loss or shortened lineages, suggesting that opa overexpression does not induce cell death, but causes premature differentiation instead (Figure 5—figure supplement 1C). NBs and INPs overexpressing opa successfully segregated Mira and aPKC, excluding that asymmetric cell division was altered (Figure 5—figure supplement 1D-E, and Figure 2—figure supplement 2E). Overexpressing opa in type II NB lineages caused complete loss of D^+^ INPs, but the few remaining INPs could still activate Grh and Ey (Figure 5A–C), which is similar to D knockdown phenotype (Bayraktar and Doe, 2013).

**Figure 5.**
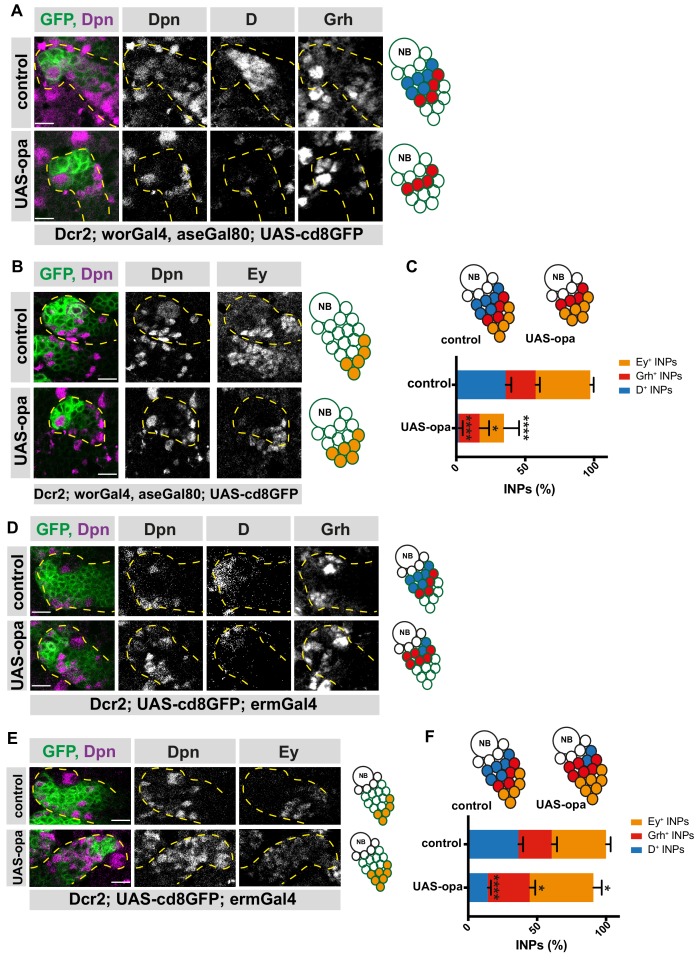
Opa overexpression results in the loss of D^+^INPs. (**A**) Close-up images of control and opa overexpressing brains in type II lineages, stained for Dpn, D and Grh antibodies, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). Overexpression of opa in type II lineages causes the loss of D^+^ INPs. (**B**) Close-up images of control and opa overexpressing brains in type II lineages, stained for Dpn, and Ey antibodies, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**C**) Quantification of D^+^, Grh^+^ and Ey^+^ INPs in control and opa overexpressing brains, n = 10, total INP numbers in control were normalized to 100%. Data represent mean ± SD, p<=0.05, ***p<=0.001, Student’s t-test (D^+^ INPs control 12.18 ± 1.33 [n = 10], opa GOF 0.4 ± 0.6 [n = 10], p<0.001; Grh^+^ INPs control 7.38 ± 1 [n = 10], opa GOF 5.12 ± 2.20 [n = 10], p<0.05; Ey^+^ INPs control 13.5 ± 0.76 [n = 10], opa GOF 6 ± 3.5 [n = 10], p<0.001). (**D**) Close-up images of control and opa overexpressing brains in INPs, stained for Dpn, and Ey, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**E**) Close-up images of control and opa overexpressing brains in INPs, stained for Dpn, D and Grh, lineages are outlined with yellow dashed lines, scale bar 10 μm, (induced with ermGal4, marked with membrane bound GFP). (**F**) Quantification of D^+^, Grh^+^ and Ey^+^ INPs in control and opa overexpressing brains, n = 5, total INP numbers in control were normalized to 100%. Data represent mean ± SD, *p<=0.05, ***p<0.001, Student’s t-test (D^+^ INPs control 12.4 ± 1.01 [n = 5], opa GOF 4.83 ± 0.68 [n = 5], p<0.0001; Grh^+^ INPs control 8.2 ± 1.16 [n = 5], opa GOF 10.33 ± 1.24 [n = 5], p<0.05; Ey^+^ INPs control 13.4 ± 1.01 [n = 5], opa GOF 15.71 ± 1.9 [n = 5], p<0.05). 10.7554/eLife.46566.032Figure 5—source data 1.Quantification of number of INPs in three different temporal identities between control versus opa-overexpressed brains with type II-specific driver (Figure 5C). 10.7554/eLife.46566.033Figure 5—source data 2.Quantification of number of INPs in three different temporal identities between control versus opa-overexpressed brains with INP-specific driver (Figure 5F).

**Figure 5—figure supplement 1.**
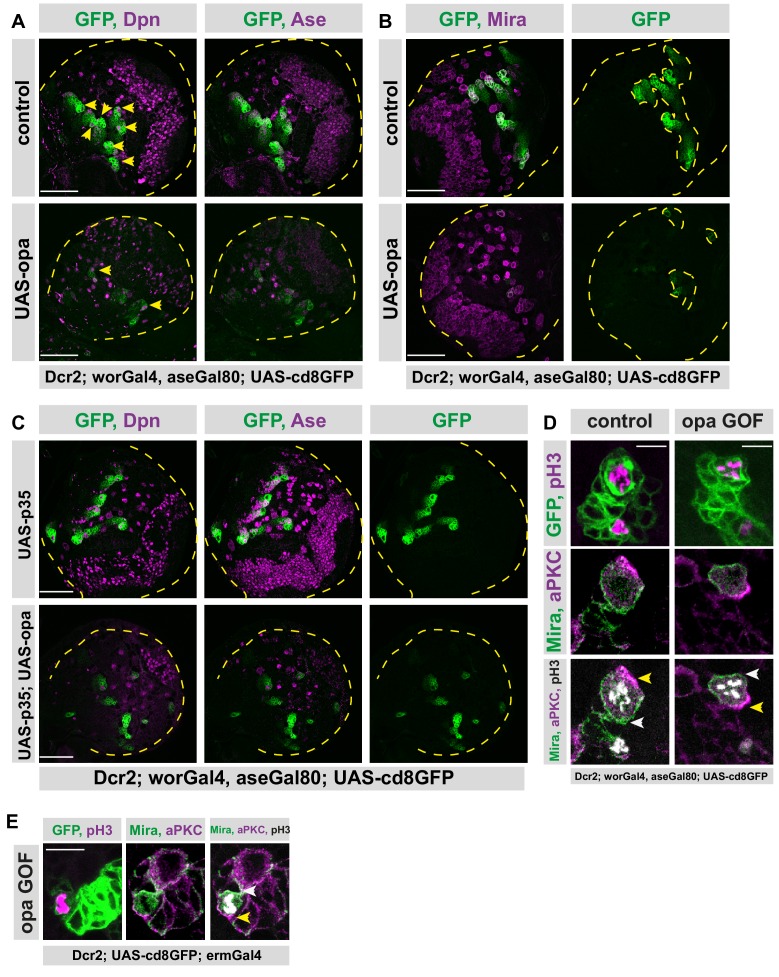
Opa overexpression causes shorter type II lineages. (**A**) Overview images of brain lobes, control or type II lineage-specific opa overexpression, stained for Dpn, and Ase antibodies, lobes are outlined with yellow dashed lines, yellow arrowheads mark Dpn positive type II NB lineages, one lineage is invisible in this z-plane, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**B**) Overview images of brain lobes, control or type II lineage-specific opa overexpression, stained for Mira antibody, lobes and type II lineages are outlined with yellow dashed lines, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**C**) Overexpression of apoptosis inhibitor p35 in type II lineages is not sufficient to prevent type II lineage loss upon opa overexpression. Overview images of brain lobes overexpressing opa alone and together with p35, stained for Dpn and Ase antibodies, lobes are outlined with yellow dashed lines, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**D**) Close-up images of control and opa overexpressing type II NBs stained for pH3, Mira and aPKC, scale bar 10 μm, the crescents of Mira staining are marked with white arrowhead, and the crescents of aPKC staining are marked with yellow arrowhead, (induced with worGal4, aseGal80, marked with membrane bound GFP). (**E**) Close-up images of larval brains overexpressing opa in INPs, stained for pH3, Mira and aPKC, the crescents of Mira staining are marked with white arrowhead, and the crescents of aPKC staining are marked with yellow arrowhead, scale bar 10 μm, control is in Figure 2—figure supplement 2E (induced with ermGal4, marked with membrane bound GFP).

**Figure 5—figure supplement 2.**
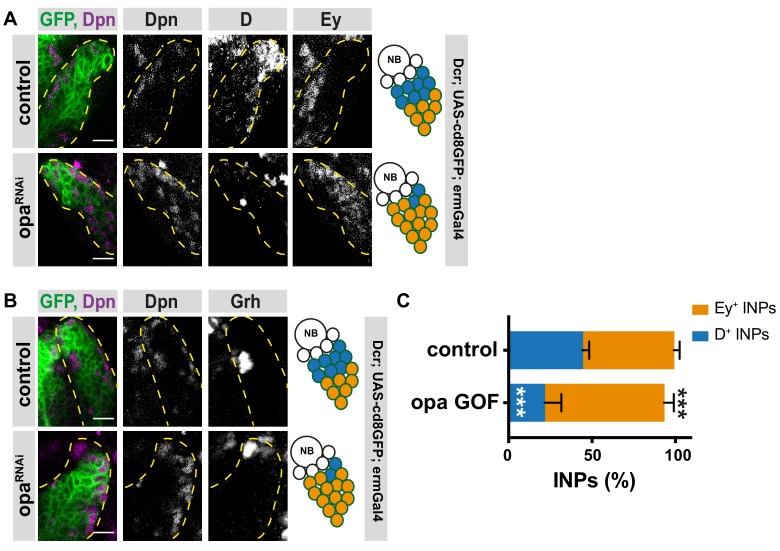
Opa overexpression causes loss of D^+^INPs in DM1 lineages. (**A–B**) Close-up images of larval brains overexpressing opa in type II DM1 lineages, stained for Dpn, D and Ey (**A**), and Dpn and Grh (**B**), lineages are outlined with yellow dashed line, scale bar 10 μm (induced with ermGal4, marked with membrane bound GFP). (**C**) Quantification of Dpn^+^, D^+^, and Dpn^+^, Ey^+^ INPs in control and opa gain-of-function brains, n = 6, total INP numbers in control were normalized to 100%. Data represent mean ± SD, ***p<=0.001, Student’s t-test. (D^+^ INPs control 11.33 ± 0.42 [n = 6], opa GOF 5.5 ± 1.05 [n = 6], p<0.001; Ey^+^ INPs control 14 ± 0.36 [n = 6], opa GOF 18.33 ± 0.61 [n = 6], p<0.001). 10.7554/eLife.46566.034Figure 5—figure supplement 2—source data 1.Quantification of number of INPs in three different temporal identities between control versus opa-overexpressed brains with INP-specific driver in DM1 lineages (Figure 5—figure supplement 2C).

To exclude that these could result from altered NB patterning, we next overexpressed opa in an INP-specific manner during a stage where D is normally expressed. Opa overexpression caused a decrease in D^+^ INPs (Figure 5D–F), and a concomitant increase in both Grh^+^ and Ey^+^ INP populations (Figure 5D–F). This result further indicates that Opa represses the early D^+^ temporal identity, but also activates later Grh^+^ temporal identity. We also overexpressed opa in DM1 lineages in an INP-specific manner, which resulted in a decrease in D^+^ INP numbers and an increase in Ey^+^ INPs (Figure 5—figure supplement 2A and C). However, ectopic Grh expression was undetectable (Figure 5—figure supplement 2B), suggesting opa mis-expression does not cause ectopic Grh expression. Collectively, these results show that opa-mediated repression of D depends on Opa expression levels.

### Opa and ham together control the correct representation of each temporal identity

Having established an interaction between opa and D, we next wondered if opa and ham, two temporal switch genes, can recapitulate the Osa loss-of-function phenotype, a more upstream regulator of lineage progression in type II NBs. Osa knock-down causes INPs to revert back to the NB-state due to a failure to initiate temporal patterning, while single depletion of opa or ham leads to either an increase in D^+^ or Grh^+^ cells, respectively (Figure 2; Eroglu et al., 2014). Co-expressing opa RNAi with ham shmiR in an INP-specific manner caused supernumerary Dpn^+^, Ase^+^ INPs (Figure 6—figure supplement 1A). In addition, the number of D^+^/Dpn^+^ and Grh^+^/Dpn^+^ INPs were also increased, which is in contrast to single depletion of opa or ham (Figure 6A–B, Figure 2; Eroglu et al., 2014). Thus, opa and ham loss-of-function phenotypes are additive. Importantly, despite inducing over-proliferation of mature INPs (Ase^+^/Dpn^+^), depleting both opa and ham in type II NBs could not recapitulate the Osa loss-of-function phenotype because imINPs could mature and express Ase, and therefore did not revert into ectopic NBs (Figure 6—figure supplement 1B). This suggests that Osa regulates temporal patterning in two levels: initiation by D activation, and progression by opa and ham.

**Figure 6.**
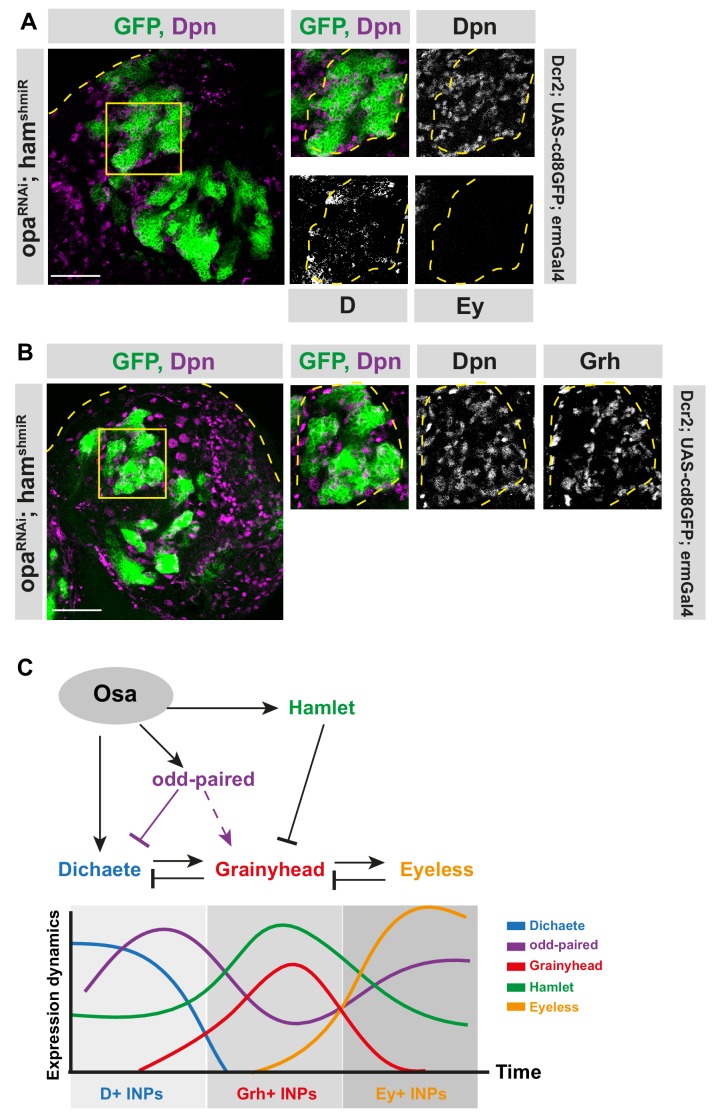
Opa and hamlet are required for INP temporal patterning and correct lineage progression. (**A–B**) Overview images of brain lobes expressing RNAi against opa and ham in INPs and their close-up images (marked with yellow squares), stained for Dpn, D and Ey (**A**), or Dpn and Grh (**B**) antibodies, lineages and lobes are outlined with yellow dashed lines, scale bar 50 μm for brain lobes, 10 μm for zoomed images, (induced with ermGal4, marked with membrane bound GFP). (**C**) Model depicting the genetic interactions between temporal switch genes (opa and hamlet), and temporal identity genes (D, Grh, and Ey).

**Figure 6—figure supplement 1.**
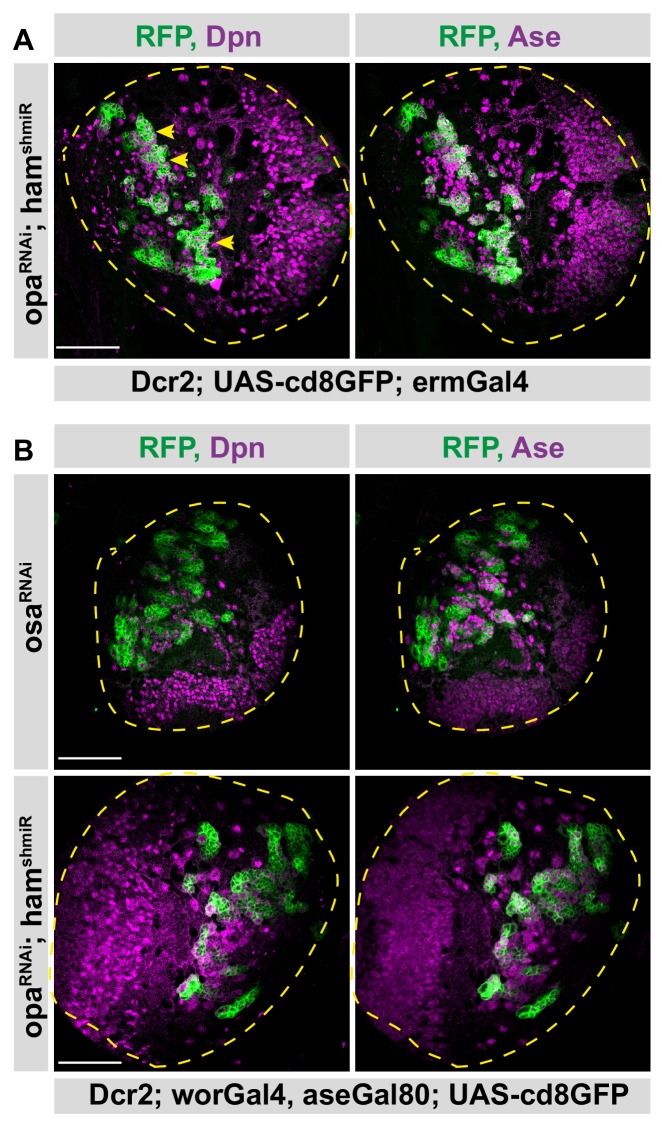
Opa and hamlet cannot recapitulate Osa knock-down phenotype. (**A**) Overview images of opa and ham RNAi expressing brains in type II lineages are stained for Dpn and Ase antibodies, brain lobes are outlined with yellow dashed lines, yellow arrowheads mark lineages with overproliferation, scale bar 50 μm, (induced with ermGal4, marked with membrane bound GFP). (**B**) Overview images of osa RNAi, and opa/ham double RNAi expressing brains in type II lineages are stained for Dpn and Ase antibodies, brain lobes are outlined with yellow dashed lines, scale bar 50 μm, (induced with worGal4, aseGal80, marked with membrane bound GFP).

## Discussion

Temporal patterning is a phenomenon where NSCs alter the fate of their progeny chronologically. Understanding how temporal patterning is regulated is crucial to understanding how the cellular complexity of the brain develops. Here, we present a novel, FACS-based approach that enabled us to isolate distinct temporal states of neural progenitors with very high purity from Drosophila larvae. This allowed us to study the transitions between different temporal identity states. We identified odd-paired (opa), a transcription factor that is required for INP temporal patterning. By studying the role of this factor in temporal patterning, we propose a novel model for the regulation of temporal patterning in *Drosophila* neural stem cells.

We establish two different roles of the SWI/SNF complex subunit, Osa, in regulating INP temporal patterning. Initially, Osa initiates temporal patterning by activating the transcription factor D. Subsequently, Osa regulates the progression of temporal patterning by activating opa and ham, which in turn downregulate D and Grh, respectively (Figure 6C). The concerted, but complementary action of opa and ham ensures temporal identity progression by promoting the transition between temporal stages. For instance, opa regulates the transition from D to Grh, while ham regulates the transition from Grh to Ey. We propose that opa achieves this by repressing D and activating grh, as indicated by the lack of temporal patterning in D and opa-depleted INPs (Figure 4C–D, Figure 6C). Loss of opa or ham causes INPs to lose their temporal identity and overproliferate. Moreover, we propose that D and opa activate Grh expression against the presence of ham, which represses Grh expression. As D and opa levels decrease as INPs age and become Grh positive, ham is capable of repressing Grh later on in temporal patterning (Figure 6C). This explains how opa and ham act only during specific stages even though they are expressed throughout the entire lineage.

An open question pertains to the fact that the double knock-down of opa and ham, as well as that of D and opa, failed to recapitulate the Osa phenotype. Even though opa and ham RNAi caused massive overproliferation in type II lineages, we could not detect any Dpn^+^ Ase^-^ ectopic NB-like cells (as occurs in Osa mutant clones, Eroglu et al., 2014). We propose that this is caused by D expression which is still induced even upon opa/ham double knockdown, but not upon Osa knock-down where D expression fails to be initiated. Thus, the initiation of the first temporal identity state may block the reversion of INPs to a NB-state. In the future, it will be important to understand the exact mechanisms of how opa regulates temporal patterning.

We further demonstrate that Osa initiates D expression earlier than opa expression. Osa is a subunit of SWI/SNF chromatin remodeling complex, and it guides the complex to specific loci throughout the genome, such as the TSS of both D and opa. The differences in timing of D and opa expression may be explained by separate factors involved in their activation. Previous work suggests that the transcription factor earmuff may activate (Janssens et al., 2014; Janssens et al., 2017). However, it remains unknown which factor activates opa expression. One possibility is that the cell cycle activates opa, since its expression begins in mINPs, a dividing cell unlike imINPs, which are in cell cycle arrest.

We propose that balanced expression levels of D and opa regulates the timing of transitions between temporal identity states. Indeed, Osa initiates D and opa, the repressor of D, at slightly different times, which could allow a time window for D to be expressed, perform its function, then become repressed again by opa. Deregulating this pattern, for example by overexpressing opa in the earliest INP stage, results in a false start of temporal patterning and premature differentiation. This elegant set of genetic interactions resembles that of an incoherent feedforward loop (FFL) (Kim et al., 2008; Mangan and Alon, 2003). In such a network, pathways have opposing roles. For instance, Osa promotes both the expression and repression of D. Similar examples can be observed in other organisms, such as in the galactose network of *E. coli*, where the transcriptional activator CRP activates galS and galE, while galS also represses galE (Shen-Orr et al., 2002). In Drosophila SOP determination, miR-7, together with Atonal also forms an incoherent FFL (Li et al., 2009). Furthermore, mammals apply a similar mechanism in the c-Myc/E2F1 regulatory system (O'Donnell et al., 2005).

The vertebrate homologues of opa consist of the Zinc-finger protein of the cerebellum (ZIC) family, which are suggested to regulate the transcriptional activity of target genes, and to have a role in CNS development (Elms et al., 2004; Elms et al., 2003; Gaston-Massuet et al., 2005; Inoue et al., 2004; Inoue et al., 2007). In mice, during embryonic cortical development, ZIC family proteins regulate the proliferation of meningeal cells, which are required for normal cortical development (Inoue et al., 2008). In addition, another member of the ZIC family, Zic1, is a Brn2 target, which itself controls the transition from early-to-mid neurogenesis in the mouse cortex (Urban et al., 2015). Along with these lines, it has been shown that ZIC family is important in brain development in zebrafish (Maurus and Harris, 2009; Sanek and Grinblat, 2008). Furthermore, the role of ZIC has been implicated in variety of brain malformations and/or diseases (Aruga et al., 2010; Blank et al., 2011; Hatayama et al., 2011). These data provide mere glimpses into the roles of ZIC family proteins in neuronal fate decisions in mammals, and our study offers an important entry point to start understanding these remarkable proteins.

Our findings provide a novel regulatory network model controlling temporal patterning, which may occur in all metazoans, including humans. In contrast to existing cascade models, we instead show that temporal patterning is a highly coordinated ensemble that allows regulation on additional levels than was previously appreciated to ensure a perfectly balanced generation of different neuron/glial cell types. Together, our results demonstrate that *Drosophila* is a powerful system to dissect the genetic mechanisms underlying the temporal patterning of neural stem cells and how the disruption of such mechanisms impacts brain development and behavior.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila melanogaster*)	osa	NA	FBgn0261885	
Gene (*D. melanogaster*)	Dichaete	NA	FBgn0000411	
Gene (*D. melanogaster*)	Grainyhead	NA	FBgn0259211	
Gene (*D. melanogaster*)	Eyeless	NA	FBgn0259211	
Gene (*D. melanogaster*)	Hamlet	NA	FBgn0045852	
Gene (*D. melanogaster*)	Odd-paired	NA	FBgn0003002	
Genetic reagent (*D. melanogaster*)	UAS-CD8::GFP; *erm*GAL4	PMID:18621688 and 20152183		
Genetic reagent (*D. melanogaster*)	UAS-CD8::tdTomato; *erm*GAL4	PMID:18621688 and 20152183		
Genetic reagent (*D. melanogaster*)	UAS-*dcr2; wor*-GAL4, *ase*GAL80; UAS-CD8::GFP	PMID:21549331		
Genetic reagent (*D. melanogaster*)	*VT17*-GAL4	Vienna Drosophila RNAi Center	212057, discarded	
Genetic reagent (*D. melanogaster*)	UAS-*stinger*::RFP	PMID:11056799		
Genetic reagent (*D. melanogaster*)	UAS-*opa*^RNAi^	Vienna Drosophila RNAi Center	101531	
Genetic reagent (*D. melanogaster*)	UAS-D^RNAi^	Vienna Drosophila RNAi Center	49549 and 107194	
Genetic reagent (*D. melanogaster*)	UAS-mcherry^shmiR^	Bloomington Drosophila Stock Center	35785	
Genetic reagent (*D. melanogaster*)	UAS-osa^RNAi^	Vienna Drosophila RNAi Center	7810	
Genetic reagent (*D. melanogaster*)	UAS-ham^shmiR^	Bloomington Drosophila Stock Center	32470	
Genetic reagent (*D. melanogaster*)	UAS-osa^shmiR^	PMID:2460726		
Genetic reagent (*D. melanogaster*)	UAS-p35	PMID:7925015		
Genetic reagent (*D. melanogaster*)	UAS-opa	PMID:17329368		
Genetic reagent (*D. melanogaster*)	D::GFP	this paper		endogenously GFP-tagged D in C-terminus
Genetic reagent (*D. melanogaster*)	Grh-GFP	Bloomington Drosophila Stock Center	42272	
Genetic reagent (*D. melanogaster*)	Ey-GFP	Bloomington Drosophila Stock Center	42271	
Genetic reagent (*D. melanogaster*)	opa::V5	this paper		endogenously V5-tagged opa in C-terminus
Genetic reagent (*D. melanogaster*)	FRT82B, *opa*^7^	PMID:17329368		
Genetic reagent (*D. melanogaster*)	*elav*Gal4 (C155)	PMID:10197526		
Genetic reagent (*D. melanogaster*)	actCas9	Bloomington Drosophila Stock Center	54590	
Genetic reagent (*D. melanogaster*)	hsCre	Bloomington Drosophila Stock Center	851	
Antibody	anti-Deadpan (guinea pig, polyclonal)	PMID:2460726		(1:1000)
Antibody	anti-Asense (rat, polyclonal)	PMID:2460726		(1:500)
Antibody	anti-Miranda (guinea pig, polyclonal)	PMID:2460726		(1:500)
Antibody	anti-Grainyhead (rat, polyclonal)	PMID:19945380		(1:1000)
Antibody	anti-Dichaete (rabbit, polyclonal)	gift from Steve Russell		(1:1000)
Antibody	anti-Eyeless (mouse, monoclonal)	Developmental Studies Hybridoma Bank	anti-eyeless	(1:50), RRID:AB_2253542
Antibody	anti-Toy (guinea pig, polyclonal)	gift from Uwe Walldorf		(1:500)
Antibody	anti-Bsh (guinea pig, polyclonal)	gift from Makoto Sato, PMID:21303851		(1:500), RRID:AB_2567934
Antibody	anti-V5 (mouse, monoclonal)	Sigma Aldrich	V8012	(1:500 IF, 1:1000 WB), RRID:AB_261888
Antibody	anti-Bruchpilot nc82 (mouse, monoclonal)	Developmental Studies Hybridoma Bank	nc82	(1:10), RRID:AB_2314866
Antibody	anti-V5 IgG2a (mouse, monoclonal)	Thermo Fisher Scientific	R960-25	(1:500), RRID:AB_2556564
Antibody	anti-V5 (rabbit, polyclonal)	Abcam	ab9116	(1:500), RRID:AB_307024
Antibody	anti-Prospero (mouse, monoclonal)	Developmental Studies Hybridoma Bank	MR1A	(1:20), RRID:AB_528440
Antibody	anti-pH3(Ser10) (mouse, monoclonal)	Cell Signaling Technologies	9706S	(1:1000), RRID:AB_331748
Antibody	anti-aPKC (rabbit, polyclonal)	Santa Cruz Biotechnologies	sc-216	(1:500), RRID:AB_2300359
Antibody	anti-alpha tubulin (mouse, monoclonal)	Sigma Aldrich	T6199	(1:10000), RRID:AB_477583
Antibody	Alexa 405, 568, 647	Invitrogen	Alexa Fluor dyes	(1:500)
Antibody	IRDye 700, 800	LI-COR	IRDye	(1:15000)
Software, algorithm	Prism 7	GraphPad Software		
Software, algorithm	BWA	PMID:19451168		RRID:SCR_010910
Software, algorithm	TopHat	PMID:19289445		RRID:SCR_013035
Software, algorithm	HTSeq	PMID:25260700		RRID:SCR_005514
Software, algorithm	DESeq2 (v1.12.4)	PMID:25516281		RRID:SCR_016533
Software, algorithm	bedtools (v2.26.0)	PMID:20110278		RRID:SCR_006646
Commercial assay	TRIzol LS	Ambion	10296010	
Commercial assay	Agencourt AMPure XP beads	Beckman Coulter	A63880	
Commercial assay	Nextera DNA Library Prep Kit	Illumina	FC-121–1031	
Recombinant DNA reagent	pU6-Bbsl-chiRNA	PMID:23709638		
Other	Rinaldini solution	PMID:22884370		

### Fly strains, RNAi, and clonal analysis

The following *Drosophila* stocks were used: UAS-*opa*^RNAi^ (VDRC, TID: 101531), UAS-mcherry^shmiR^ (BL35785), UAS-D^RNAi^ (VDRC, TID: 49549, 107194), UAS-osa^RNAi^ (VDRC, TID: 7810), UAS-ham^shmiR^ (BL32470), UAS-osa^shmiR^ (Eroglu et al., 2014), UAS-p35, UAS-opa (Lee et al., 2007), PBac{grh-GFP.FPTB}VK00033 (BL42272), PBac{EyGFP.FPTB}VK00033 (BL42271) (Spokony and White, 2012), D::GFP (generated in this study), opa::V5 (generated in this study). GAL4 driver lines used: UAS-cd8::tdTomato; *erm*Gal4, UAS-cd8::GFP; *erm*Gal4 (Pfeiffer et al., 2008; Weng et al., 2010), UAS-*dcr2; wor*Gal4, *ase*Gal80; UAS-cd8::GFP (Neumüller et al., 2011), UAS-*dcr2*; UAS-cd8::GFP; VT17-Gal4 (VDRC, TID: 212057, discarded). Mutant fly strains used for clonal analysis were FRT82B, *opa*^7^ (Lee et al., 2007). Clones were generated by Flippase (FLP)/FLP recombination target (FRT)-mediated mitotic recombination, using the *elav*Gal4 (C155) (Lee and Luo, 1999). Larvae were heat shocked for 90 min at 37°C and dissected as third-instar wandering larvae (120 hr). RNAi crosses were set up and reared at 29°C, and five days later, third-instar wandering larvae were dissected. *w^118^* was used as control for comparison with RNAi lines, whereas UAS-mcherry^shmiR^ was used as control for comparison with shmiR lines, and experiments involving UAS-transgenes.

### Generation of opa::V5 and D::GFP flies

For both genes, the guides were cloned as overlapping oligos into linearized pU6-BbsI-chiRNA (Addgene 45946, Gratz et al., 2013) and injected at 100 ng/μl into actCas9 flies (BL 54590, Port et al., 2014). Donors (either oligos or plasmid) were co-injected at 250 ng/μl. For opa, donors were Ultramer Oligos from IDT with around 60nt homology arms on either side. For D, homology arms were 800 bp and 900 bp long. Donor plasmid contained GFP, V5, 3xFlag, and dsRed. They were screened for dsRed eyes and then, the selection cassette was removed with hsCre (BL 851). *opa* gRNA GATGCATCCCGGCGCAGCGA *opa* donor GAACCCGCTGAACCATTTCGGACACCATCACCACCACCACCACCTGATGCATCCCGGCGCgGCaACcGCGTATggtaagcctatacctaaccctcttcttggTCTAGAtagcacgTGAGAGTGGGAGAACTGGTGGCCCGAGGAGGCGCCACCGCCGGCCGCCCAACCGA

*D* gRNA GTGCTCTATTAGAGTGGAGT

### Negative geotaxis assay

Negative geotaxis assay was used as described before (Ali et al., 2011), where the percentage of flies passing the 8.5 cm mark in 10 s was assessed. For each genotype and gender, 10 two-day old adult flies in 10 biological replicates were measured and for each replicate, 10 measurements were performed with 1 min rest period in between.

### Immunohistochemistry and antibodies

Larval or adult brains were dissected in 1X PBS, and then fixed for 20 min at room temperature (RT) in 5% paraformaldehyde in PBS and washed once with 0.1% TritonX in PBS (PBST). The brains were incubated for 1 hr at RT with blocking solution (5% normal goat serum or 1% BSA in PBST). Blocking was followed by overnight incubation at 4°C with primary antibodies in blocking solution. Then, the brains were washed three times with PBST, and incubated for 1 hr at RT with secondary antibodies (1:500, goat Alexa Fluor, Invitrogen) in blocking solution. After secondary antibody, brains were washed three times with PBST, and mounted in Vectashield Antifade Mounting Medium (Vector Labs).

Antibodies used in this study were: guinea pig anti-Deadpan (1:1000, Eroglu et al., 2014), rat anti-Asense (1:500, Eroglu et al., 2014), guinea pig anti-Miranda (1:500, Eroglu et al., 2014), rat anti-Grh (1:1,000; Baumgardt et al., 2009); rabbit anti-D (1:1,000; gift from Steve Russell); mouse anti-Ey (1:10; DSHB); guinea pig anti-Toy (gift from Uwe Walldorf), guinea pig anti-Bsh (gift from Makoto Sato), mouse anti-Bruchpilot nc82 (1:10, DSHB), mouse anti-V5 (1:500, Sigma Aldrich, V8012), mouse antiV5 IgG2a (Thermo Fisher Scientific, R960-25, used in Figure 4—figure supplement 1D), rabbit anti-V5 (Abcam, ab9116, used in Figure 4—figure supplement 3A), mouse anti-Pros (1:100, Developmental Studies Hybridoma Bank), mouse anti-pH3(Ser10) (1:500, Cell Signaling Technologies, 9701S), rabbit anti-aPKC (1:500, Santa Cruz Biotechnology, sc-216). Throughout the paper, for every quantification, dorsomedial 2 and 3 type II NB lineages (DM2 and 3) were considered, if not stated otherwise.

### In vitro immunofluorescence

FACS-sorted cells from ~300 larval brains (UAS-cd8::tdTomato, *erm*Gal4) or their unsorted control matches were plated on cover glass (Labtek II Chambered Coverglass, 8-well, 155409, Thermo Fisher Scientific) into Schneider’s medium (Homem et al., 2013). The dishes were placed onto ice and cells were incubated for 1 hr to settle down. Cells were then fixed with 5% PFA in PBS at RT and washed three times with 0.1% PBST. After washes, cells were incubated for 1 hr at RT with blocking solution (5% normal goat serum in 0.1% PBST). The cells were then incubated overnight at 4°C with primary antibodies in blocking solution, which was followed by three washes with 0.1% PBST, and secondary antibody (1:500, goat Alexa Fluor, Invitrogen) incubation for 1 hr at RT. Cells were again washed three times with 0.1% PBST, and then mounted in in Vectashield Antifade Mounting Medium with Dapi (Vector Labs).

### Microscopy

Confocal images were acquired with Zeiss LSM 780 confocal microscopes.

### Western blot

Embryos were collected and dechorionated, then boiled in 2x Laemmli buffer and loaded on 4–12% gradient Bis-Tris gels (NuPAGE, Invitrogen). After SDS-PAGE according to Invitrogen’s protocol, proteins were transferred to a Nitrocellulose membrane (0.22 µm, Odyssey LI-COR) for 2 hr at 100V, blocked with 5% milk powder in blocking solution (PBS with 0.2% Tween) for 1 hr, overnight incubation with primary antibody in blocking solution at 4°C, 3x washed with washing solution (PBS with 0.1% Tween) and followed by 1 hr incubation with secondary antibody (1:15000, goat IRDye, LI-COR)in blocking solution. After three washes with washing solution, the membranes were air-dried, and fluorescent signal were detected with Odyssey CLx imaging system (Odyssey CLx LI-COR). Antibodies used were: mouse anti-V5 (1:1000, Sigma Aldrich, V8012), anti-alpha tubulin (1:10000, Sigma Aldrich, T6199).

### Intensity measurements

For intensity measurements of opa-V5 signal, cells expressing Dpn and temporal identity markers (D, Grh or Ey) were circled with selection tools. Raw integrity density (sum of gray values of all selected pixels) was measured using FIJI. In each image, five temporal identity positive INP and five temporal identity negative INP were measured for raw integrity density along with three background circles with no opa-V5 signal, (eg. D^+^ vs D^-^ INPs). Then, corrected total cell fluorescent (CTCF) were calculated with ‘Integrated density – (Area of selected cells X Mean fluorescence of background readings)’ (McCloy et al., 2014). Then, the mean of temporal identity positive versus negative cells were calculated and the values were normalized to means of background for each brain.

### Statistics

Statistical analyses were performed with GraphPad Prism 7. Unpaired two-tailed Student’s *t*-test was used to assess statistical significance between two genotypes. Experiments were not randomized, and investigator was not blinded. Sample sizes for experiments were estimated on previous experience with similar setup which showed significance, thus, no statistical method was used to determine sample size.

### Cell dissociation and FACS

Cell dissociation and FACS were performed as previously described with minor changes (Berger et al., 2012; Harzer et al., 2013). UAS-cd8::tdTomato; *erm*Gal4 driver line was used to induce expression of membrane bound tdTomato in INPs. In addition to the driver lines, temporal identity factors were tagged with GFP. Flies expressing both fluorophores were dissected at L3 stage, and then dissociated into single cell suspension. Decreasing levels of tdTomato were observed in differentiated cells due to lack of driver line expression. Thus, biggest cells with highest tdTomato expression and highest GFP expression were sorted.

For RNA isolation, cells were sorted directly in TRIzol LS (10296010, Invitrogen), while for cell staining, they were sorted on coated glass-bottomed dishes and stained as previously described (Berger et al., 2012).

### RNA isolation, cDNA synthesis and qPCR

RNA was isolated using TRIzol LS reagent (10296010, Invitrogen) from FACS sorted cells. Then RNA samples were used as template for first-strand cDNA synthesis with random hexamer primers (SuperScriptIII, Invitrogen). qPCR was done using Bio-Rad IQ SYBR Greeen Supermix on a Bio-Rad CFX96 cycler. Expression of each gene was normalized to Act5c, and relative levels were calculated using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001). Primer used were:

*act5c* AGTGGTGGAAGTTTGGAGTG, GATAATGATGATGGTGTGCAGG

*D* ATGGGTCAACAGAAGTTGGGAG, GTATGGCGGTAGTTGATGGAATG

*grh* TCCCCTGCTTATGCTATGACCT, TACGGCTAGAGTTCGTGCAGA

*ey* TCGTCCGCTAACACCATGA, TGCTCAAATCGCCAGTCTGT

*ham* ATAGATCCTTTGGCCAGCAGAC, AGTACTCCTCCCTTTCGGCAAT

*opa* CTGAACCATTTCGGACACCATC, CCAGTTCTCCCACTCTCAATAC

### RNA sequencing – DigiTAG

For each experiment 6000–7000 FACS-sorted D^+^, Grh^+^ or Ey^+^ INPs were isolated by TRIzol purification. Three replicates from each temporal state were analyzed. RNA samples were reverse transcribe into first-strand cDNA using SuperScriptIII Reverse Transcriptase (Invitrogen) with oligo-(dT)2- primers. Then the second-strand cDNA were generated. It was followed by library preparation with Nextera DNA Library Preparation Kit (Illumina) as previously described (Landskron et al., 2018; Wissel et al., 2018). Libraries were purified with Agencourt AMPure XP beads. Purified libraries were then subjected to 50 base pair Illumina single-end sequencing on a Hiseq2000 platform.

### Transcriptome data analysis

#### Alignment

Unstranded reads were screened for ribosomal RNA by aligning with BWA (v0.7.12; Li and Durbin, 2009) against known rRNA sequences (RefSeq). The rRNA subtracted reads were aligned with TopHat (v2.1.1; Kim et al., 2013) against the Drosophila genome (FlyBase r6.12). Introns between 20 and 150,000 bp are allowed, which is based on FlyBase statistics. Microexon-search was enabled. Additionally, a gene model was provided as GTF (FlyBase r6.12).

#### Deduplication

Reads arising from duplication events are marked as such in the alignment (SAM/BAM files) as follows. The different tags are counted at each genomic position. Thereafter, the diversity of tags at each position is examined. First, tags are sorted descending by their count. If several tags have the same occurrence, they are further sorted alphanumerically. Reads sharing the same tag are sorted by the mean PHRED quality. Again, if several reads have the same quality, they are further sorted alphanumerically. Now the tags are cycled through by their counts. Within one tag, the read with the highest mean PHRED quality is the unique cor- rect read and all subsequent reads with the same tag are marked as duplicates. Furthermore, all reads that have tags with one mis- match difference compared the pool of valid read tags are also marked as duplicates.

#### Summarization

Small nuclear RNA, rRNA, tRNA, small nucleolar RNA, and pseudogenes are masked from the GTF (FlyBase r6.12) with subtractBed from bedtools (v2.26.0; Quinlan and Hall, 2010). The aligned reads were counted with HTSeq (v0.6.1; intersec- tion-nonempty), and genes were subjected to differential expres- sion analysis with DESeq2 (v1.12.4; Love et al., 2014).

### Hierarchical clustering analysis

Genes are filtered by the indicated log2fc and an adjusted P value < 0.05 in at least one pairwise comparison. In addition, a minimal expression of 10 RPM in at least one condition was required. The tree cut into four clusters (different cluster numbers were tested; Kolde and Package, 2015, 202AD). GO analysis was performed with FlyMine (Lyne et al., 2007), Holm-Bonferroni correction with max p-value 0.05 was used. Biological process and molecular function were the ontologies.

### Accession numbers

The Gene Expression Omnibus accession number for the RNA-sequencing data reported in this paper is GSE127516.

### GO-term analysis

Gene Ontology (GO) enrichment analysis were performed on www.flymine.org/with Holm-Bonferroni correction with max p-value 0.05. Biological process and molecular function were the ontologies.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE127516. All data generated or analyzed during this study are included in the manuscript and supporting files. Source data files have been provided for Fig1, Fig1supp1, Fig2, Fig2supp1, Fig2supp2, Fig3, Fig4, Fig4supp3, Fig5 and Fig5supp2.

# Supplementary material for: The transcription factor odd-paired regulates temporal identity in transit-amplifying neural progenitors via an incoherent feed-forward loop
**Source:** eLife. 2019 Jul 22;8:e46566. doi: 10.7554/eLife.46566
**Supplement:** Supplementary file 1.

**Figure 1-supplementary Table 1**

# Supplementary material for: The transcription factor odd-paired regulates temporal identity in transit-amplifying neural progenitors via an incoherent feed-forward loop
**Source:** eLife. 2019 Jul 22;8:e46566. doi: 10.7554/eLife.46566
**Supplement:** Supplementary file 2.

**Figure 1-supplementary Table 2**

| **gene_id** | **current_symbol** | **log2FC Grh vs D** | **log2FC Grh vs Ey** | **D^+^ INPs** | **Grh^+^ INPs** | **Ey^+^ INPs** |
| --- | --- | --- | --- | --- | --- | --- |
| FBgn0003651 | svp | 6.0045875 | 0.710535153 | 1.4014 | 163.1 | 75.1168 |
| FBgn0039678 | Obp99a | 2.698182474 | 0.987302876 | 6.306 | 53.18 | 21.6179 |
| FBgn0261953 | TfAP-2 | 2.448475728 | 0.902912394 | 121.87 | 769.1 | 328.988 |
| FBgn0036786 | skl | 2.3694497 | 1.333899787 | 9.6159 | 74.08 | 20.2187 |
| FBgn0283508 | nw | 2.322193504 | 2.520788487 | 13.318 | 87.71 | 10.0829 |
| FBgn0263240 | Coop | 2.308510822 | 1.326001081 | 8.1282 | 50.41 | 15.9189 |
| FBgn0259834 | out | 1.893328556 | 0.686577009 | 0.3451 | 61.19 | 19.8976 |
| FBgn0033268 | Obp44a | 1.761659329 | 1.077994798 | 112.15 | 488.7 | 181.814 |
| FBgn0261341 | verm | 1.686849862 | 2.341386764 | 13.681 | 51.31 | 7.50242 |
| FBgn0053196 | dpy | 1.68213227 | 1.96520749 | 16.125 | 63.07 | 11.3891 |
| FBgn0259211 | grh | 1.660024793 | 0.669233821 | 165.74 | 663.8 | 306.246 |
| FBgn0038720 | CG6231 | 1.590721124 | 0.863035266 | 24.922 | 86.59 | 39.0646 |
| FBgn0004893 | bowl | 1.551550976 | 1.36873942 | 6.709 | 51.14 | 7.49415 |
| FBgn0016034 | mael | 1.485627173 | 0.674001733 | 18.792 | 62.15 | 32.5101 |
| FBgn0250907 | Cht10 | 1.466894942 | 0.728478866 | 20.702 | 80.01 | 32.6301 |
| FBgn0003731 | Egfr | 1.327910915 | 0.721463379 | 20.432 | 59.49 | 28.0742 |
| FBgn0000557 | Ef1alpha100E | 1.110969319 | 1.442619596 | 37.565 | 92.41 | 27.5523 |
| FBgn0001254 | ImpE2 | 1.109353219 | 2.181882972 | 37.791 | 110.3 | 12.5633 |
| FBgn0085400 | CG34371 | 1.078190182 | 1.007772056 | 29.357 | 78.49 | 26.3762 |
| FBgn0005677 | dac | 1.061218332 | 1.051966667 | 22.809 | 56.95 | 19.3473 |
| FBgn0051030 | CG31030 | 0.84568666 | 1.124481221 | 34.753 | 71 | 26.5327 |
| FBgn0029114 | Tollo | 0.537984034 | 1.032249671 | 41.824 | 68.96 | 25.9713 |

How the deposited data were processed for this re-analysis (not part of the article)

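RNA from FACS-sorted D+, Grh+ and Ey+ INPs was sequenced in 3 libraries per temporal state, 9 libraries in all, by DigiTag with molecular tags, oligo-dT priming and 50 bp single-end reads. By the library labels, the D+ libraries were sequenced in a different run from the others. Samples were assigned to states and replicates from the sample labels and the paper's methods, and every sample was mapped.

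The deposited values are counts that the authors made by removing ribosomal RNA reads with BWA 0.7.12, aligning the rest with TopHat 2.1.1, marking duplicates by molecular tag and position, masking small nuclear, ribosomal, transfer and small nucleolar RNA genes and pseudogenes with bedtools 2.26.0, and counting reads per gene with HTSeq 0.6.1 in its intersection-nonempty mode. Reads were counted on FlyBase r6.12 gene models without regard to strand, and replicates were not pooled. Reads that overlap several genes or align to several places were set aside by that counting, so genes with near-identical copies are undercounted. Oligo-dT priming with short fragments and a small amount of RNA per library makes a library's values sensitive to how evenly each transcript is covered. Each file holds 16364 genes and 5 summary lines that name no gene. The summary lines held 34.7% to 53.2% of all lines' counts per library (42.2% over all libraries) and were left out of library sizes and tests.

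Counts on genes ranged from 11266164 in Grh+ replicate 1 to 23184025 in D+ replicate 1. No pair of libraries was identical or differed by less than the sampling noise. The paper's text does not say whether marked duplicates were left out, so intervals computed from counts cover counting error only, and the precision of every comparison was taken from the spread between the 3 libraries of a state. The common biological coefficient of variation was 0.477.

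The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. RPM was computed from each library's counts on genes, and the RPM of a state is the mean of its 3 libraries. Fold changes, standard errors and p-values came from edgeR's quasi-likelihood test with TMM normalization and edgeR's expression filter by group, which kept 10193 genes. All 9 libraries entered 1 model with a coefficient for each state, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Changed genes had an adjusted p under 0.05, an absolute log2 fold change over 1 and more than 10 RPM in at least 1 state, as the paper states for its own comparison. Genes lowest or highest in Grh+ INPs had an absolute log2 fold change over 1 in one transition and at least 0.5 in the other, in the same direction, and more than 50 RPM in at least 1 state. Single genes were also compared by an exact two-sided permutation test of mean RPM, whose smallest p is 0.1.

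Gene Ontology terms were not analysed here. In their place, 9 gene sets written by name were tested with limma's camera (preset correlation 0.01, prior count 2) and fry. They were the mitochondrial and cytosolic ribosomal proteins, cadherins, neurogenesis transcription factors, neuron markers, glia markers, neuroblast and INP markers, cell cycle genes and male markers. A further 7 sets held the genes of each chromosome arm. Symbols came from a gene name table that covers 16208 of the 16364 identifiers (99.0%). Positions and exon lengths came from the BDGP6.54 annotation, which is on the same Release 6 assembly as the authors' gene models but of another annotation release, and 156 identifiers have no position in it. GC content was not analysed here.

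The genes named are the 8 that the paper names from the transcriptome and, for Grh+ against D+ INPs and Grh+ against Ey+ INPs, the 3 genes with the largest fold change in each direction among changed genes whose libraries do not overlap. This rule, the tests, the gene sets and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors, library size only and upper-quartile scaling, no filter and at least 10 counts in every library, DESeq2 1.42.0 with and without its normal prior on fold changes, the 6 libraries of the states compared alone, the replicate number as a block, each library left out, pooled RPM, no RPM threshold, a p-value threshold and another order for the list of genes lowest or highest in Grh+ INPs, another RPM denominator, average linkage, and fry. Chosen after seeing the data were fold change and RPM without an adjusted p threshold, the same with DESeq2's normal prior, and removal of each library's trend on exon length by loess with a span of 0.5.

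The procedures were tested on simulated data with the real means and library sizes. In them, 200 genes over 10 RPM changed by 2 on the log2 scale, up or down, and each gene was drawn independently. Of the 200 genes, edgeR recovered 192 and 195 in the comparisons of Grh+ with D+ and with Ey+ INPs. It called 4 and 8 unchanged genes, among 9869 genes tested. DESeq2 recovered 197 in each comparison among 10193 genes. With a simulated length trend, 195 changed genes were recovered after its removal and 174 without, among 9902 genes. Apart from that trend, no deviation shared by many genes of a library was simulated. Recovery of changes near the log2 threshold of 1 was not simulated either.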

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

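The tests in this part were chosen only after the result was seen.

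In Ey+ replicate 1, 9.57% of the counts fell on lncRNA:cherub (95% Wilson interval 9.56% to 9.58%, counting error only), against 0.715% and 0.326% in Ey+ replicates 2 and 3 and at most 2.57% in the D+ and Grh+ libraries. The paper lists this gene as CR43283 among its 49 genes lowest in Grh+ INPs, and the difference between Ey+ libraries described here lies within a single state. It amounts to 4.75 on the log2 scale between Ey+ replicate 1 and the other Ey+ libraries, beyond the largest difference of 3.83 among 20 genes matched for exon length and expression, whose median was 0.53. Length and expression alone therefore did not reach it in these genes. A candidate explanation is that more neuroblasts were among the sorted cells. The 16 neuroblast and INP markers were higher in this library by a median of 0.68, in 12 of 16 genes, but INPs express them too, 11 of them are also in another marker list, and chromosome 4 genes and neurogenesis factors rose as well, so this explanation stays open. No biological difference between the replicates is given by the design.

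Genes of chromosome 4 were at a median of 1.31 (log2 deviation from their mean over all libraries) in Ey+ replicate 1, a signal in genes that the paper does not discuss as a group. In the Ey+ libraries the median ranged over 1.86, in the D+ libraries over 1.48 and in the Grh+ libraries over 0.69, whereas the largest difference between state means was 0.66. The difference is thus larger between replicates than between states. Over the 9 libraries, the chromosome 4 median and the percentage of reads outside annotated exons had a Pearson's r of 0.659 (exact permutation test, p = 0.0547, adjusted p = 0.0855 over 2 relations) and a Spearman's rho of 0.683 (exact permutation test, p = 0.0503, adjusted p = 0.0503). Without the 2 libraries farthest from the median of that percentage, Grh+ replicate 2 and Ey+ replicate 1, r was 0.698, and within the run of the 6 Grh+ and Ey+ libraries it was 0.566. The run of the D+ libraries has only 3. The percentage of reads with several alignments gave an r of 0.628 (exact permutation test, p = 0.0855, adjusted p = 0.0855) and a rho of 0.767 (exact permutation test, p = 0.0214, adjusted p = 0.0428), an r of 0.733 without the same 2 libraries and of 0.673 within that run. A different share of unspliced or intergenic RNA may contribute, but 9 libraries did not decide it. Reads from unspliced transcripts were not measured.

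In Grh+ replicate 2, 74.4% of the genes near silence in the other 8 libraries (2238 of 3008, each under 0.05 RPM there) were detected, against 5.02% to 26.6% for the same measure in each other library. These genes held 0.106% of its counts, against at most 0.00768% elsewhere, so a similar share seen at greater depth does not account for them, and D+ replicate 1 has more counts. An even background such as genomic DNA would give longer genes more counts, but Spearman's rho with exon length was 0.0303 across 2995 genes, which are not independent replicates. The same library also had the highest share of reads outside exons, 25.7% of its counts on genes, and of reads with several alignments, 84.4%. Priming at scattered A-rich sites and mixture with another sample were not tested, and neither was a biological explanation.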

How the results depend on the processing

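Of these alternatives, removal of the length trend and the fits without an adjusted p threshold were chosen after seeing the data.

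Scaling by library size only gave 96 changed genes between Grh+ and Ey+ INPs (86.5% higher in Grh+ INPs, against 70.8% with TMM), 277 between Grh+ and D+ INPs (81.6% against 54.7%), 56 genes lowest and 41 highest in Grh+ INPs, and a log2 fold change of opa from D+ to Grh+ INPs of -0.93 (adjusted p = 0.0751 in edgeR, against 0.0287 with TMM). It also reversed ham between Ey+ and Grh+ INPs, at 0.15. The Grh+ libraries had TMM factors of 1.09, 1.13 and 1.10, above those of all D+ and Ey+ libraries (at most 1.03, in Ey+ replicate 3). A larger factor lowers a library's normalized values, so scaling without the factors raised fold changes of Grh+ INPs against both states. Why the factors differ was not tested. Requiring 10 counts in every library left fewer genes to test and gave 50 changed genes between Grh+ and Ey+ INPs. DESeq2 gave 173 without and 177 with the normal prior, and all 24 genes of the edgeR fit were among each. It also called opa between Ey+ and Grh+ INPs, at -0.90 (adjusted p = 0.0210) and -0.86 (adjusted p = 0.0183). The prior shrinks fold changes and left 51 genes lowest in Grh+ INPs, all among the 95, with opa at rank 5.

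With only the 6 libraries of the states compared, and so fewer samples, 183 genes changed between Grh+ and D+ INPs, 129 between Grh+ and Ey+ INPs and 139 between Ey+ and D+ INPs. The fold changes of opa were -1.11 (adjusted p = 0.0624 in edgeR) and -0.88 (adjusted p = 0.0350 in edgeR). An adjusted p threshold left 4 genes lowest in Grh+ INPs, with opa at rank 4, and the order by the change from Ey+ to Grh+ INPs put opa at rank 93. Without an adjusted p threshold, 615, 574 and 834 genes passed in Grh+ against D+, Grh+ against Ey+ and Ey+ against D+ INPs, and with DESeq2's normal prior 465 and 653 in the last 2. Removing each library's trend on exon length gave 46 changed genes between Grh+ and Ey+ INPs and 139 genes lowest in Grh+ INPs. The causes were not tested.

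The replicate numbers did not pair the libraries. Of 9 same-numbered pairs from different states, 3 had a correlation of their deviations over 0.1, and r ranged from -0.26 to 0.50. With the replicate number as a block, 214 genes changed between Grh+ and D+ INPs and 10 between Grh+ and Ey+ INPs, opa had rank 13, and its log2 fold change from D+ to Grh+ INPs was -1.06 (adjusted p = 0.0698 in edgeR).

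Across the 9 fits that each left out 1 library, changed genes numbered from 53 (without Grh+ replicate 1) to 505 (without D+ replicate 1) for Grh+ against D+ INPs, from 3 (without Grh+ replicate 1 or 3) to 72 (without D+ replicate 2) for Grh+ against Ey+ INPs, and from 107 (without Ey+ replicate 2) to 657 (without D+ replicate 1) for Ey+ against D+ INPs. Genes lowest in Grh+ INPs numbered from 22 (without Ey+ replicate 1) to 184 (without D+ replicate 2), and genes highest in Grh+ INPs from 22 to 29. The fold change of opa ranged from -1.29 to -0.91 against D+ INPs and from -0.96 to -0.82 against Ey+ INPs, and its rank from 13 to 46 where it was listed. It was not listed without D+ replicate 1 or 3.

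Gene set shifts are given relative to the median of all genes. Under fry, which estimates the correlation between genes, the shifts of the mitochondrial ribosomal proteins (-0.56 in Grh+ and -0.63 in Ey+ against D+ INPs), of the cadherins in Grh+ against D+ INPs (0.86) and of chromosome 4 in Grh+ against Ey+ INPs (-0.51) did not pass 0.05. With the length trend removed, the cadherins stood at 0.63 (adjusted p = 0.0779 in camera, against 0.0125). In that fit, neuron markers reversed to 0.15 in Grh+ against Ey+ INPs, neuroblast and INP markers to -0.22 and male markers to -0.0555 in Ey+ against D+ INPs, and chromosome 4 to -0.0612 in Grh+ against D+ INPs. Leaving out single libraries, the cadherins ranged from 0.75 (without D+ replicate 2, adjusted p = 0.0887 in camera) to 0.98, and chromosome 4 from -0.40 (without D+ replicate 2) to 0.24 in Grh+ against D+ INPs, with a reversal also without Grh+ replicate 2. Male markers in the same comparison ranged from -0.22 to 0.24. In Grh+ against Ey+ INPs, mitochondrial ribosomal proteins ranged from -0.0420 to 0.13, cadherins from -0.13 to 0.37, neurogenesis factors from -0.10 to 0.49, neuron markers from -0.75 to 0.59 and cell cycle genes from -0.19 to 0.0262. Neuroblast and INP markers in Ey+ against D+ INPs ranged from -0.17 to 0.25. The cause of these changes was not tested.

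Among 34 fold changes of the other named genes, 564 of 639 values kept their direction and side of the threshold, 61 were weaker, 13 stronger and 1 reversed. Among 24 other gene set tests, 248 of 336 values kept both, 37 were weaker, 30 stronger and 21 reversed. Of 24 RPM values, 10 moved by more than 1 SD without the 10 genes with the most counts. The numbers of changed genes highest in each state moved by more than 1.5 times in 23 of 60 values, and cluster sizes in 2 of 3. With 3 libraries per state, no exact permutation test between states reaches a p under 0.1.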

Differences from the paper's values

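The paper reports 466 genes between Grh+ and Ey+ INPs, and 24 were found here. None of the alternatives set before the data were examined closed the gap. DESeq2 with its normal prior on fold changes and no adjusted p threshold, which was chosen after seeing the values, gave 465, and for Grh+ against D+ INPs it gave 457 against the paper's 458.

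The paper lists 71 genes by its fold-change and RPM criteria, and 119 were found here. Of the alternatives set before the data were examined, library size only (97), upper-quartile scaling (101), DESeq2 with the normal prior (73), the replicate block (91), and the fits without D+ replicate 1 (53), Grh+ replicate 3 (97) or Ey+ replicate 1 (51) gave a number within 1.5 times the paper's, and the others did not. For the genes lowest in Grh+ INPs, the paper has 49 and 95 were found here. Library size only (56), upper-quartile scaling (73), DESeq2 with the normal prior (51), the replicate block (64) and the fit without Grh+ replicate 3 (71) came within 1.5 times of the paper's number. The other alternatives did not.

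The paper gives opa rank 5 among the genes lowest in Grh+ INPs, and its rank here was 21. DESeq2 with the normal prior (rank 5) closed the gap. With an adjusted p threshold the rank was 4, but only 4 genes remained and opa was the last of them, so the length of the list set that rank. None of the other alternatives set before the data were examined closed the gap. With DESeq2 and the normal prior, the log2 fold changes of the paper's 71 genes differed from those printed in its supplementary files by at most 0.00054 in Grh+ against D+ INPs and 0.00052 in Grh+ against Ey+ INPs. Under that fit, 4 of the paper's 49 genes had an adjusted p under 0.05 in Grh+ against D+ INPs, 9 in Grh+ against Ey+ INPs, 3 in both and 39 in neither. Of the paper's 22 genes highest in Grh+ INPs, these numbers were 18, 10, 8 and 2.

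The paper states that gcm was upregulated in Ey+ INPs. Against D+ INPs it was higher in Ey+ INPs by 6.17 on the log2 scale (adjusted p = 0.00406 in edgeR). Its adjusted p in edgeR was 0.0978 between Ey+ and Grh+ INPs. There it passed the threshold with library size only (0.0347), with no filter (0.0341), with DESeq2 (0.0234 without and 0.00693 with the normal prior), with the 6 libraries of the states compared (0.00998) and without D+ replicate 2 (0.00705). The paper states that genes upregulated in Ey+ INPs are enriched for neurogenesis. The set of neurogenesis transcription factors tested here, which is not the paper's gene list, had an adjusted p of 0.437 in camera for Ey+ against D+ INPs. The paper states that opa is low in Grh+ INPs between higher levels in the other states. Its difference between Grh+ and Ey+ INPs did not pass the threshold in edgeR (adjusted p = 0.209) and did with DESeq2 (0.0210 without and 0.0183 with the normal prior) and with the 6 libraries of the states compared (0.0350).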

Other observations

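The tests of chromosome 4 dosage and gene length, the neighbours of grh and ey, the share of male larvae, the sequencing run and the splits behind the counts of changed genes were written before their results were seen, and the other tests in this part were chosen only after the result was seen.

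Of the 93 positioned genes among the 95 lowest in Grh+ INPs, 19 (20.4%) lie on chromosome 4, against 1.43% of genes over 50 RPM (one-sided Fisher's exact test, odds ratio 26.4, p = 3.95e-18, genes not being independent replicates). Of the paper's 49 genes, 14 lie there. The 96 expressed chromosome 4 genes had a median of -0.49 in Grh+ against Ey+ INPs (24 of 96 higher, adjusted p = 1.17e-07 in camera and 0.430 in fry) and 0.67 in Ey+ against D+ INPs (83 of 96 higher, adjusted p = 0.00202 in camera), where the call was lost under fry, without Ey+ replicate 1 (adjusted p = 0.400 in camera) and without D+ replicate 2 (adjusted p = 0.223 in camera). A lower chromosome 4 dose in the Grh-GFP line would lower nearly all of its genes against both states. By edgeR's fold changes, 46 of 96 were higher in Grh+ than in D+ INPs. That count cannot exclude a lower dose, because the D+ level includes a low library. The chromosome 4 median (log2 deviation) was -1.20 in D+ replicate 2, against 0.28 and 0.15 in D+ replicates 1 and 3. Gene length did not account for the difference from Ey+ INPs. The median difference of chromosome 4 genes from genes of other arms matched for exon length and expression was -0.54, whereas the medians of random matched sets spanned -0.16 to -0.01 (central 95%). An extra dose of chromosome 4 in the Ey-GFP line stays open. Without Ey+ replicate 1 the shift relative to all genes was -0.13 (adjusted p = 0.0323 in camera, 35 of 96 higher), smaller than with it but not gone. In 6 of the 10 splits of the Grh+ and Ey+ libraries, the camera p for chromosome 4 was as small as in the real one.

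A candidate explanation for the length of the list lowest in Grh+ INPs is Ey+ replicate 1, without which 22 of the 95 genes met the criteria. Of 100 groupings of the 9 libraries into 3 groups of 3, drawn at random with the real one included, 15 gave at least as many lowest genes (median 22.5, maximum 339) and 40 at least as many highest genes (median 13, maximum 350). The number of genes on either list therefore does not set the real grouping apart from others. In RPM, the Grh+ libraries lay below all others in 4 of the 95 lowest genes, a number that 21 of the 100 groupings reached. They lay above all others in 22 of the 24 highest genes, which 4 of the 100 groupings reached. Of these 4, the real one and 1 other had the Grh+ libraries as the middle group. The grouping that kept the D+ libraries together as the middle group, and so follows the sequencing run, was among those with as many genes in all 4 of these counts, and the lists have no version within a single run. The 4 lowest genes were Vsx1, run, OtopLa and opa, and OtopLa was picked out after its values were seen. The median exon length of the 95 genes was 6195 bp, against 2694.5 bp for all genes over 50 RPM and 3035 bp for the 24.

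For the changed genes, 1 of the 10 splits of 6 libraries, the real one, gave as many in each of the 3 comparisons, and the other splits gave 0. With 10 splits the share cannot fall under 0.1. Camera p-values were as small in 3 of 10 splits for the mitochondrial ribosomal proteins in Grh+ against D+ INPs, in 3 of 10 in Ey+ against D+ INPs, and in 2 of 10 for the cadherins in Grh+ against D+ INPs. The comparison within a sequencing run, Grh+ against Ey+ INPs, gave 24 changed genes, against 322 and 403 across runs. The contrast depends on the fit, with 177 against 398 and 522 in DESeq2 with the normal prior and 129 against 183 and 139 with only the 6 libraries compared. Run and the D+ state cannot be told apart, since all D+ libraries and no others are from their run.

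The 17 expressed genes within 50 kb of grh were higher in Grh+ INPs by a median of 0.56 against Ey+ INPs (16 of 17 higher, reached by 0.28% of 10000 random sets) and of 0.86 against D+ INPs (15 of 17 higher, reached by 0.14%). This is consistent with additional copies of the region on the Grh-GFP BAC insertion, which may raise grh reads independently of temporal state. The extent of the insertion was not examined. The 5 expressed neighbours of ey were higher in Ey+ INPs by a median of 1.19 against D+ INPs and of 1.76 against Grh+ INPs, reached by 12.9% and 5.48% of random sets of chromosome 4 genes. Additional copies alone would raise ey by about 1 on the log2 scale, and its difference between Ey+ and D+ INPs was 5.75, so they do not account for that difference. In Grh+ INPs, which lack the Ey-GFP insertion, ey was as high within the spread of replicates.

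The roX RNAs, which mark male cells, moved apart. Between Grh+ and Ey+ INPs the log2 ratio of lncRNA:roX2 to lncRNA:roX1 differed by 1.20, with all 3 Grh+ libraries above all Ey+ libraries. The log2 fold change of lncRNA:roX1 was -0.47 (adjusted p = 0.942 in edgeR) and that of lncRNA:roX2 was 0.73 (adjusted p = 0.553 in edgeR). A different share of male larvae would move both alike, and neither change passed the threshold, so a smaller difference in that share stays open.

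In Ey+ replicate 1, 17 of 17 neuron markers were higher than in the other Ey+ libraries after TMM normalization, by a median of 2.22. In RPM, Rbp9 was not higher, at 7.26 against 7.58 and 7.28 RPM. Genes matched for exon length and expression rose less. The markers lay 1.03 above their matched genes in the median, and 16 of 17 were higher than theirs. The central 95% of the median differences of random matched sets ended at 1.39, below the markers' own median of 2.22. A candidate explanation is a larger share of neurons among the sorted cells. The most abundant markers, fax and elav, reached 4116 and 2704 RPM there, against 2464 and 1647 RPM and 1144 and 649 RPM in the other Ey+ libraries. The synaptic genes nSyb, Syt1 and brp were also higher, at 11.1, 14.9 and 15.9 RPM against 8.22 and 7.05 RPM, 5.12 and 3.55 RPM and 4.62 and 2.52 RPM, so the age of such neurons stays open. All 17 markers are expressed in these libraries, and 1 is also in another list. D+ replicate 2 deviated in the opposite direction from Ey+ replicate 1, with a Spearman's rho of -0.43 across 10193 genes, which are not independent replicates. Its chromosome 4 genes were lower than in the other D+ libraries by a median of -1.37 (11 of 96 higher) and its cytosolic ribosomal proteins higher by 0.65 (79 of 80 higher). In Ey+ replicate 1, the chromosome 4 median was 1.23 higher (89 of 96) and the cytosolic ribosomal proteins were at -0.42 (0 of 80 higher).

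The remaining gene sets gave these medians. Cytosolic ribosomal proteins stood at -0.53 in Grh+ against D+ INPs (4 of 80 higher, adjusted p = 2.35e-13 in camera and 0.130 in fry), at 0.22 in Grh+ against Ey+ INPs (80 of 80 higher, adjusted p = 7.76e-05 in camera, 0.705 in fry and 0.431 in camera without Ey+ replicate 1) and at -0.75 in Ey+ against D+ INPs (1 of 80 higher, adjusted p = 6.56e-20 in camera and 0.0900 in fry). Glia markers were higher in Grh+ than in D+ INPs by 1.31 (11 of 13 higher, adjusted p = 0.000417 in camera and 0.0239 in fry). They were also higher in Ey+ than in D+ INPs, by 0.46 (9 of 13 higher, adjusted p = 0.0443 in camera and 0.0900 in fry). Of the 13, 2 are also in another list. Neuron markers were higher in Ey+ than in D+ INPs by 1.11 (15 of 17 higher, adjusted p = 0.0343 in camera and 0.202 in fry), a call that was also lost without Ey+ replicate 1 (adjusted p = 0.206 in camera), without D+ replicate 2 and with the length trend removed. Cell cycle genes stood at -0.25 in Grh+ (3 of 20 higher, adjusted p = 0.00259 in camera) and -0.31 in Ey+ (4 of 20 higher, adjusted p = 0.0443 in camera) against D+ INPs. The former call was lost under fry (adjusted p = 0.0613), and over all alternatives the adjusted p of the latter ranged from 0.0192 to 0.284, the highest without Ey+ replicate 1. Neuroblast and INP markers (adjusted p = 0.577 in camera) and male markers (adjusted p = 0.971 in camera) did not pass the threshold as sets between Grh+ and D+ INPs. As single genes, 1 of the 16 neuroblast and INP markers was higher and 1 lower in Grh+ than in D+ INPs. In Ey+ against D+ INPs, 4 of the 16 were lower and 0 higher. None of the ribosomal protein, cell cycle or male marker genes is in another list.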
